# CDK11 Loss Induces Cell Cycle Dysfunction and Death of BRAF and NRAS Melanoma Cells

**DOI:** 10.3390/ph12020050

**Published:** 2019-04-02

**Authors:** Rehana L. Ahmed, Daniel P. Shaughnessy, Todd P. Knutson, Rachel I. Vogel, Khalil Ahmed, Betsy T. Kren, Janeen H. Trembley

**Keywords:** CDK11, Cyclin L1, Cyclin L2, cell cycle, cancer, melanoma

## Abstract

Cyclin dependent kinase 11 (CDK11) is a protein kinase that regulates RNA transcription, pre-mRNA splicing, mitosis, and cell death. Targeting of CDK11 expression levels is effective in the experimental treatment of breast and other cancers, but these data are lacking in melanoma. To understand CDK11 function in melanoma, we evaluated protein and RNA levels of CDK11, Cyclin L1 and Cyclin L2 in benign melanocytes and BRAF- as well as NRAS-mutant melanoma cell lines. We investigated the effectiveness of reducing expression of this survival kinase using RNA interference on viability, clonal survival, and tumorsphere formation in melanoma cell lines. We examined the impact of CDK11 loss in BRAF-mutant melanoma on more than 700 genes important in cancer signaling pathways. Follow-up analysis evaluated how CDK11 loss alters cell cycle function in BRAF- and NRAS-mutant melanoma cells. We present data on CDK11, CCNL1 and CCNL2 mRNA expression in melanoma patients, including prognosis for survival. In sum, we found that CDK11 is necessary for melanoma cell survival, and a major impact of CDK11 loss in melanoma is to cause disruption of the cell cycle distribution with accumulation of G1- and loss of G2/M-phase cancer cells.

## 1. Introduction

Melanoma is the fifth most common cancer in the U.S.A., and it is the only common cancer with rapidly increasing rates and little evidence of a reversal of this trend in the foreseeable future [1,2]. While the early disease is treatable, melanoma is highly metastatic and there is a risk of metastasis even in early stage disease: 78% of melanomas are diagnosed at Stage I, yet survival for Stage I melanomas is only 84% at 10 years, and one third of melanoma deaths occur among persons initially diagnosed with the thinnest lesions (<1 mm) [1]. Surgery and chemotherapies continue to be the main strategies in the treatment of melanoma. However, there are significant side-effects from both traditional chemotherapies as well as newer therapies that target specific proteins and mutations (e.g., BRAF inhibitors). Therapies targeted to specific molecules as well as immune checkpoint blocking drugs have improved survival for melanoma. However, these therapies are not effective in all melanomas and cure rates for advanced disease remain low [3], in part because melanomas are able to develop resistance to these therapies [4,5]. Despite current treatments, only 15% of people with metastatic melanoma survive three years after diagnosis [3].

Determining and investigating cellular targets for new melanoma treatments is both urgent and crucial. Ideally, drugs directed to these targets, like cyclin-dependent kinases (CDKs), could be used on their own or in combination with other available therapies. CDKs are protein serine/threonine kinases that play key roles in the regulation of cell cycle progression as well as cellular transcription. Aberrant expression or altered activity of distinct CDK complexes results in escape of cells from cell cycle control and plays a role in malignant transformation [6,7]. There has been growing interest in Cyclin Dependent Kinase 11 (CDK11) as a target for cancer therapy [8,9]. Reducing CDK11 expression effectively blocks cell proliferation and induces cell death in breast, osteosarcoma, ovarian and liposarcoma cells and xenograft tumors [10,11,12,13,14]. However, the role of CDK11 in melanoma has not been investigated in detail.

CDK11 (formerly named PITSLRE) is essential for embryonic development and cell survival [15,16], and is well conserved throughout evolution with two almost identical CDK11 genes in humans (CDK11A and CDK11B) and one CDK11 gene in other organisms, including mice [17,18]. The predominant CDK11 protein isoforms during cell proliferation are designated p110 and p58 (CDK11^p110^, CDK11^p58^). The Cyclin L1 (CCNL1) and Cyclin L2 (CCNL2) isoforms are confirmed partner proteins for all CDK11 protein isoforms [19,20,21,22,23]. Cyclin D3 is another regulatory partner for CDK11^p58^ [24]. The CDK11^p110^ protein isoforms are detected in mammalian tissues and cell lines throughout proliferation and continue to be expressed in quiescent mouse liver [19,25]. CDK11^p110^ functions include regulation of RNA transcription and pre-mRNA splicing [19,26,27,28,29,30,31]. The CDK11^p58^ isoforms are produced via usage of an internal ribosomal entry site within CDK11 mRNA transcripts at the G2/M cell cycle transition [32]. Production of CDK11^p58^ at the G2/M transition is required for proper regulation of centriole duplication, centrosome maturation, chromatid cohesion, and spindle dynamics during mitosis [33,34,35,36,37,38].

The CDK11 p110 and p58 isoforms are cleaved by caspases to generate a 46–50 kDa protein that contains the catalytic portion of the protein as well as a p60 N-terminal protein [39,40,41,42,43]. During apoptosis, CDK11^p60^ re-distributes from the nucleus to the mitochondria [44]. Ectopic expression of CDK11^p60^ can partially disrupt the mitochondrial membrane potential, cause cytochrome *c* release, and induce apoptosis [44].

To understand the role of CDK11 in melanoma, we evaluated levels of CDK11 in benign melanocytes and melanoma cell lines. Next, we investigated the effects of CDK11 downregulation on melanoma cell viability, clonal survival and tumorsphere formation as well as on various signaling pathways and cell cycle distribution. Our data presented herein demonstrate that CDK11 is highly expressed in both BRAF- and NRAS-mutated melanoma cell lines. Loss of CDK11 induces cell cycle dysfunction and death of BRAF- and NRAS-mutant melanoma cell lines. Overall, our data indicate the dependence of melanoma cells on CDK11 expression for survival.

## 2. Results

### 2.1. CDK11A and CDK11B mRNA Expression in Non-Transformed Melanocytes and Melanoma Cell Lines

We determined steady state mRNA expression levels for both CDK11 genes in cultured cells, comparing several BRAF- and NRAS-mutant melanoma cell lines and using adult primary human epidermal melanocytes as a reference control (Table 1). Data from quantitative real-time reverse transcriptase PCR (qRT-PCR) are summarized in Table 2. CDK11 mRNA levels were lower in malignant cells compared to primary melanocytes in all of the melanoma cell lines tested, except for CDK11A mRNA in WM39 cells. We include the data for MYC as an example for a gene generally showing higher mRNA expression levels in melanoma cells relative to non-transformed melanocytes.

### 2.2. Expression of CDK11 Protein Complex Constituents in Primary Melanocytes and Melanoma Cell Lines

We examined the steady-state protein expression levels for CDK11, Cyclin L1α and Cyclin L2α in melanoma and primary melanocyte cells. CDK11^p110^ and partner cyclins L1α and L2α were highly expressed in melanoma cells relative to non-transformed melanocytes (Figure 1). The CDK11^p110^ isoforms were detected at levels averaging 14-fold higher than primary melanocytes. Cyclin L1α and Cyclin L2α proteins were detected at levels 2 to 4-fold higher than in the non-malignant cells.

Protein expression levels for the CDK11 complex members do not mirror the corresponding mRNA levels in these melanoma cell lines. Further, although a C-terminal antibody was used that is capable of recognizing CDK11^p58^, this mitosis-specific isoform was not detected in asynchronously growing melanoma cells.

### 2.3. Down-Regulation of CDK11 Using siRNA Decreases BRAF- and NRAS-Mutant Melanoma Cell Viability

Using a siRNA sequence previously validated for both CDK11 gene transcripts in other cancer types, we evaluated the effects of CDK11 down-regulation on melanoma cell viability [10,34]. Cell viability in BRAF-mutant A375 and NRAS-mutant WM1366 cells was determined after transfection of siCDK11 or siControl siRNAs, using a concentration range from 0.63 nM to 40 nM. Cell viability in both cell lines, as determined by a mitochondria-based MTS-related assay, showed little change at 48 h of CDK11 down-regulation. A loss of up to approximately 35% viability was observed at 72 h post-transfection (data not shown). At 96 h post-transfection, reduced viability was observed with 1.25 nM siCDK11, and increasing effect was noted in a linear manner through 20 nM siCDK11 (Figure 2).

### 2.4. Loss of CDK11 Expression Has a Negative Impact on the Ability of Melanoma Cells to Form Colonies and Tumorspheres

We used a clonal survival assay in A375 and WM1366 cells, each transfected one time with 30 nM siCDK11 or siControl siRNAs or left untreated. Forty-eight h after transfection, the cells were collected, counted and plated in triplicate into 35 mm plates. After 7 days of incubation, the cell colonies were stained with crystal violet and counted. Down-regulation of CDK11 protein expression resulted in a more than 75% reduction in colony formation compared to either siControl treated or untreated cells in both BRAF- and NRAS-mutant cell lines (Figure 3A).

We next employed tumorsphere formation assays in A375 and WM1366 cells. Cells were transfected in the same manner as the clonal survival assays. Forty-eight h after transfection, cells were collected, counted, and plated in triplicate into ultra-low attachment plates. After 96 h, images of the tumorspheres were captured and measured. Transfection of A375 and WM1366 cells with control siRNAs resulted in the formation of robust tumorspheres that were comparable to tumorsphere size and morphology in untreated cells. Downregulation of CDK11 caused much smaller tumorspheres to form, which were also less dense and loosely formed (Figure 3B).

### 2.5. Effects of CDK11 Signaling Reduction on Melanoma Growth Pathways

We examined the effects of CDK11 siRNA-mediated knockdown on some melanoma growth and signaling pathways. Although CDK11 knockdown was robust (Table 3), downstream changes in these pathways at 48 and 72 h post-transfection were generally modest with a few exceptions. Dramatic loss of cMYC protein was observed in both A375 and WM1366 cells. Loss of CDK11 in NRAS-mutant WM1366 melanoma moderately downregulated β-catenin expression and activation; conversely, β-catenin protein expression increased after siCDK11 transfection in A375 and WM39 cells (Table 3 and data not shown). Seventy-two h post-transfection, A375 showed reduction in Survivin expression and WM1366 showed reduction in MCL-1 expression.

### 2.6. CDK11 Impact on Pan-Cancer Gene Expression

We observed strong effects of CDK11 loss on melanoma viability, clonal survival, and tumorsphere formation 96 h or longer after CDK11 downregulation; however, relatively modest effects of CDK11 loss on classical melanoma growth pathways were seen at the protein expression level. To identify early events occurring in melanoma cells due to blocking CDK11 expression, we evaluated more global changes in gene expression using the PanCancer Pathways Panel (NanoString Technologies, Seattle, WA, USA).

This panel allows gene expression analysis of 770 genes from 13 cancer-associated pathways using an amplification-free single molecule counting technology. A375 cells were transfected with siCDK11 or siControl, and the RNA purified for analysis at 48 h post-transfection (*n* = 3 per condition). 

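The A375 line is a BRAF-mutant human melanoma cell line, and the panel counts fluorescent barcodes bound to each mRNA without amplification. The samples were 3 siControl and 3 siCDK11 transfections (30 nM siRNA, 48 h), numbered 1 to 3 in each group. Replicates 1 and 2 of both groups were run on one cartridge and replicate 3 of both groups on another. The authors deposited log2 values for 780 genes, of which 40 are housekeeping genes and 740 are endogenous genes, including the 10 probes added to the standard panel. Their counts had been background subtracted, log2 transformed and scaled so that the median of the housekeeping genes is 0 in every sample. Genes at or below background share the lowest value of their sample, here called the floor, and between 196 and 228 of the 780 genes per sample were at it. The values were not brought to one mean or one standard deviation per gene. Below the logarithm, the values of a sample rise in equal steps, so counts above background could be recovered, and 100% of the values above the floor fell within 0.1 count of a step. The totals were 327641, 395439 and 261696 counts above background in siControl replicates 1, 2 and 3, and 250723, 334091 and 202696 in siCDK11 replicates 1, 2 and 3. RPS27A alone took between 14.7% and 23.8% of these totals. The deposited log2 values were compared between groups with limma, without a block, over the 740 endogenous genes with Benjamini-Hochberg adjustment. A gene was called at an adjusted p of at most 0.05 and an absolute log2 fold change above 0.5, the thresholds of the paper. The paper tested the counts with NanoStringDiff, which also uses the positive and negative control probes; that model was not used here. Because same-numbered samples deviated from their group means together, a second fit had the replicate number as a block, and for named genes its result is given where it changes a call. The floor of the siCDK11 sample was higher than that of the same-numbered siControl sample by 0.23, 0.29 and 0.30 on the log2 scale, so a gene at the floor in all 6 samples, as 134 endogenous genes were, has a fitted log2 fold change of 0.27 that holds no measurement.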

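The siRNA was directed at CDK11A and CDK11B, near-identical paralogs that lie close together in the GRCh38.p14 annotation, and whether a probe also binds the other transcript was not tested. CDK11A was at -0.77 ± 0.24 (SD, n = 3) in siControl and -1.49 ± 0.17 (SD, n = 3) in siCDK11 on the log2 scale, a log2 fold change of -0.72 (standard error 0.19, adjusted p = 0.122 from limma). All 3 siCDK11 samples were below all 3 siControl samples, which gives a two-sided exact permutation p of 0.1, the smallest that 3 samples against 3 allow. CDK11B had few counts, with 11.8, 25.6 and 6.3 above background in siControl replicates 1, 2 and 3, and 5.8 in siCDK11 replicate 2, while siCDK11 replicates 1 and 3 were at the floor. Its fitted log2 fold change was -2.49 (standard error 0.67, adjusted p = 0.132 from limma) and rests in part on those 2 floor values: with 10 counts added to every value before the logarithm, an alternative chosen after seeing the data, it was -0.67 (adjusted p = 0.107 from limma). With the replicate block both genes had an adjusted p of 0.0456.

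**Figure D1:**
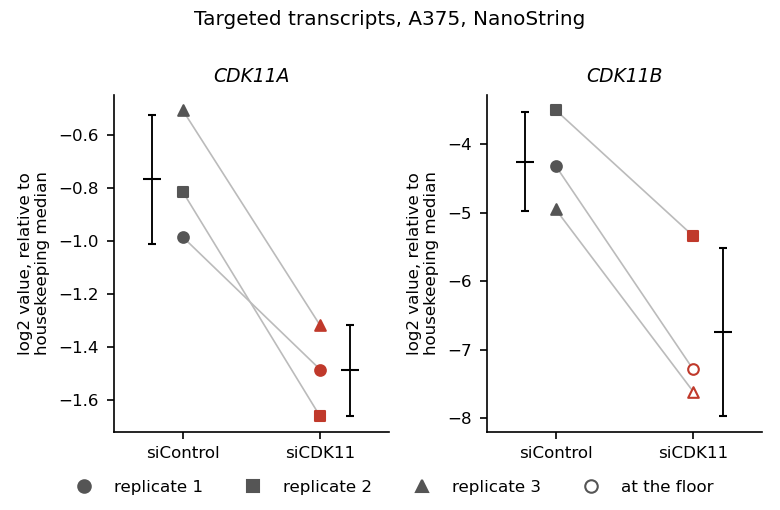
Deposited log2 values of CDK11A and CDK11B, relative to the housekeeping median, for each siControl and siCDK11 sample. Lines join samples with the same replicate number, open symbols are values at the floor, and bars are the mean ± SD (n = 3). Every siCDK11 sample lies below every siControl sample for both genes.

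Over the endogenous genes, limma without a block called 2 genes, COL4A6 (higher) and IRS1 (lower), and 139 genes had an unadjusted p under 0.05. IRS1 fell from -2.23 ± 0.09 to -4.41 ± 0.28 (SD, n = 3 each), a log2 fold change of -2.17 (standard error 0.18, adjusted p = 0.0104 from limma). COL4A6 was at the floor in all siControl samples and had between 2.4 and 3.8 counts above background in the siCDK11 samples (adjusted p = 0.0104 from limma), so no fold change is given. The count of called genes depended on the fit. With the replicate block it was 86 genes, 34 higher and 52 lower, the largest departure among the alternatives set before the data were examined, and without siControl replicate 3 it was 0. The blocked values share a few adjusted p-values close to the threshold, the lowest being 0.0456. In the blocked fit 352 genes had an unadjusted limma p under 0.05. The 134 genes at the floor in every sample differ by 0.23, 0.29 and 0.30 in pairs 1, 2 and 3, so the block leaves them little spread. Their p-values enter the adjustment and can lower the adjusted p of other genes. The block was not fitted without them, so how far the 86 calls rest on them is open.

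**Figure D2:**
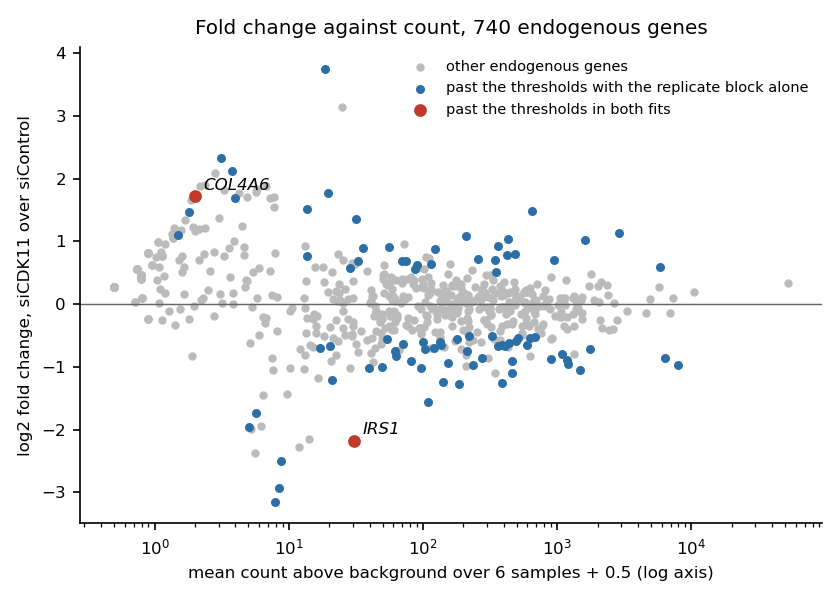
Log2 fold change (siCDK11 over siControl) of the 740 endogenous genes against the mean count above background over the 6 samples plus 0.5, on a log axis. Red points are called with and without the replicate block, blue points only with it, and grey points in neither fit. Genes with few counts spread most widely.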

Significant differential expression due to decreased CDK11 expression was observed in 97 genes: 24 genes were upregulated and 73 genes were downregulated. 

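All 97 genes in the paper's list of significant genes have a deposited value, and all 97 changed here in the direction the paper lists, 24 higher and 73 lower. This comparison uses the same samples and is not independent evidence. Without a block 90 of the 97 genes had an unadjusted p under 0.05 from limma, 1 of them (IRS1) was past the thresholds over all endogenous genes, and 89 had an adjusted p of at most 0.05 when adjusted over the list alone, which the study chose on these samples. With the replicate block 66 of the 97 genes were past the thresholds over all endogenous genes, among them DLL4, FGF7, ITGB4 and LFNG (adjusted p = 0.0456 each). Across these genes, which are not independent replicates, Spearman's rho between the paper's log2 fold changes and those computed here was 0.995. Pearson's r was 0.957 once DLL4 was left out, and 0.519 with it. The genes at both ends of the list had few counts. Of the 4 highest, DLL4 was at the floor in all 3 siControl samples and had between 2.4 and 9.8 counts above background in siCDK11, RASGRP1 had at most 13.8 counts in any sample, and FGF7 and NR4A3 were at the floor in siControl replicate 3. FGF7 rose from 10.8, 2.6 and 0 counts to 45.7, 25.8 and 23.4 counts in replicates 1, 2 and 3, and NR4A3 from 20.8, 7.6 and 0 counts to 61.7, 37.8 and 18.4 counts. Of the 4 lowest, ITGB4, LFNG, PLA2G3 and SFN, each was at the floor in 2 of the 3 siCDK11 samples.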

The results for all statistically significant differentially expressed genes are summarized in Table S1. A Reactome pathway enrichment analysis was also performed. 

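The Reactome gene lists were not used here, and in their place lists of DNA repair, G1/S and replication, and G2/M and mitosis genes were written from general knowledge before the data were examined. Of the DNA repair genes 41 were on the panel, with a median log2 fold change of -0.38, and 26 of the 41 were lower in siCDK11 (camera with a preset correlation of 0.01, adjusted p = 2.34e-05 over the 8 lists tested). Of the G1/S and replication genes 27 were on the panel, with a median of -0.34 and 21 lower (adjusted p = 2.34e-05 from camera). Of the G2/M and mitosis genes 16 were on the panel, with a median of -0.60 and 12 lower (adjusted p = 0.000165 from camera). Camera compares a list with all other genes, the 134 genes at the floor in every sample included. Over genes with a mean of at least 20 counts alone, an alternative chosen after seeing the data, the adjusted p-values were 0.00344, 0.00253 and 0.00253. The 3 medians stayed below 0 under every scaling of the samples tried, and lay nearest to 0 with the endogenous median subtracted, at -0.26, -0.23 and -0.49. None of these 3 results stayed past 0.05 when camera estimated the correlation within the list, with an adjusted p of 0.251 for each, or under fry, with adjusted p-values of 0.05003 for DNA repair and 0.0761 for the other two. The paper's Table S1 holds 15, 13 and 9 genes of these lists, which the study chose on these same samples. The most changed members were MGMT, DDB2 and FANCE in DNA repair, E2F1, MCM5 and MCM2 in G1/S and replication, and CCNA1, CCNB1 and STMN1 in G2/M and mitosis. CCNA1 was at the floor in 2 of the 3 siCDK11 samples, so its size of change depends on where the floor lies. FANCE had 33.8, 52.6 and 26.3 counts above background in siControl replicates 1, 2 and 3, and 19.7, 31.8 and 4.4 in siCDK11. Its size of change thus rests largely on replicate 3. Neither COL4A6 nor IRS1 belongs to these lists. Of the 86 genes called with the replicate block, 10 were DNA repair genes (two-sided Fisher's exact test against the 740 endogenous genes, p = 0.0196), 11 were G1/S and replication genes (p = 7.67e-05, same exact test) and 6 were G2/M and mitosis genes (p = 0.00635, same exact test). This background includes genes at the floor in all samples, which cannot be called. Against the 430 genes with a mean of at least 20 counts, a background chosen after seeing the data, the exact test gave p = 0.107 for DNA repair, 0.000885 for G1/S and replication and 0.00939 for G2/M and mitosis. Both backgrounds use the calls of the blocked fit, whose adjustment includes the genes at the floor in every sample.

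**Figure D3:**
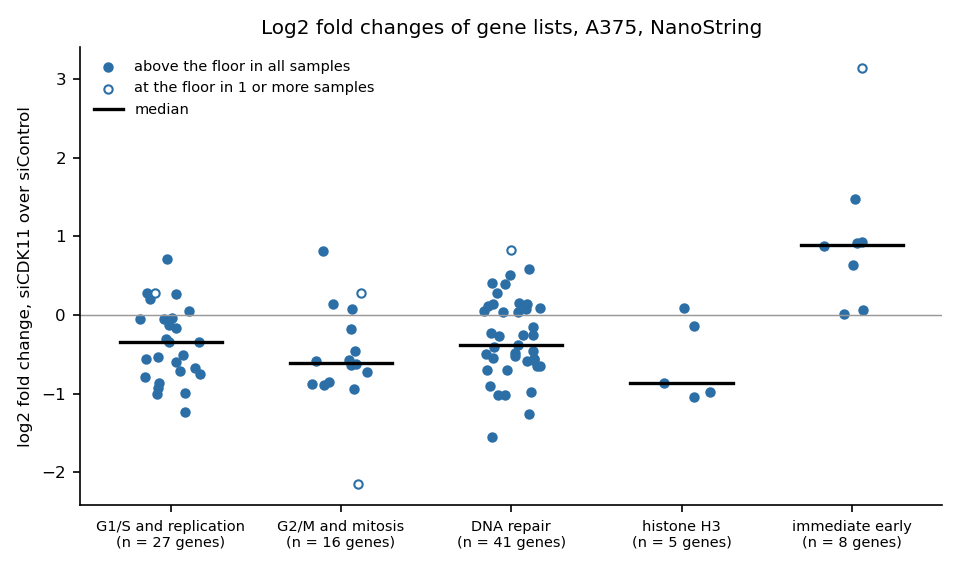
Log2 fold change (siCDK11 over siControl) of each gene on the panel in 5 gene lists, with the list's median as a black line. Open symbols are genes at the floor in 1 or more samples. The medians of the first 4 lists lie below 0 and that of the immediate early genes lies above 0.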

The results indicated that DNA repair and several cell cycle-related phases, transitions and checkpoints were key nodes effected by loss of CDK11 expression. Observed and predicted genes identified and their relationship to DNA repair and cell cycle events are depicted in Figure 4.

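The transcript of CTNNB1, the gene for β-catenin, was at 4.45 ± 0.18 in siControl and 5.04 ± 0.26 in siCDK11 on the log2 scale relative to the housekeeping median (SD, n = 3 each). It had between 3746 and 7462 counts above background per sample. The fold change was 1.50, a log2 fold change of 0.59 (standard error 0.19, adjusted p = 0.171 from limma). It was higher in siCDK11 in all 3 same-numbered pairs, by 0.72, 0.45 and 0.59. With the replicate block the standard error was 0.08 and the adjusted p 0.0456 (limma), which passes the thresholds.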

In accordance with the observed increase in β-catenin protein expression in BRAF-mutant cells (Table 3), mRNA levels for β-catenin were also increased in the PanCancer panel after siCDK11 treatment (1.5-fold; *q*-value = 0.004). MAPK1, the gene for protein Erk 2, was down-regulated 0.67 fold (*q*-value = 4.68 × 10^−5^) on the PanCancer panel, and the protein level was decreased 0.87 fold at 48 h as well (Table 3). In contrast, MYC mRNA level showed significant increase at 48 h post-siCDK11 transfection in A375 cells (1.72-fold; *q*-value = 0.001), whereas the protein levels decreased at 48 h and especially at 72 h (Table 3 and Table 4).

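The MYC transcript had between 34.3 and 84.8 counts above background per sample. It was at -2.44 ± 0.27 in siControl and -1.53 ± 0.06 in siCDK11 (log2, SD, n = 3 each), a fold change of 1.88 and a log2 fold change of 0.91 (standard error 0.18, adjusted p = 0.0844 from limma). Same-numbered pairs differed by 1.10, 0.68 and 0.95. In the fit with the replicate block its limma adjusted p was 0.0456, past the thresholds.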

### 2.7. CDK11 Loss Rapidly Disrupts Cell Cycle Function in Melanoma

Results from the PanCancer analysis strongly indicate that disruption of cell cycle checkpoints are a major and early event upon CDK11 downregulation. First, we evaluated several of the PanCancer results by q-RT-PCR in A375 cells. As shown in Table 4, the changes observed for eight cell cycle-associated genes by the PanCancer panel were confirmed by q-RT-PCR at 48 h post CDK11 knockdown. 

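The panel values behind Table 4 are given here for 6 of its genes. None of them was called without a block, and all 6 were called with the replicate block, where the adjusted p lay between 0.0456 and 0.0458 (limma). CCNA2 had a log2 fold change of -0.87 (standard error 0.16, adjusted p = 0.0844 from limma) and CCNB1 one of -0.95 (standard error 0.28, adjusted p = 0.149). The values for CCND1 and CCNE2 were -0.79 (standard error 0.23, adjusted p = 0.145) and -0.55 (standard error 0.18, adjusted p = 0.168). BRCA1 fell by 0.98 on the log2 scale (standard error 0.22, adjusted p = 0.111) and WEE1 rose by 0.81 (standard error 0.16, adjusted p = 0.0844). As fold changes these were 0.546 for CCNA2, 0.519 for CCNB1, 0.578 for CCND1, 0.681 for CCNE2, 0.509 for BRCA1 and 1.75 for WEE1. For each gene all 3 siCDK11 samples lay on one side of all 3 siControl samples. Chance gives this for 10% of genes, but the study chose these 6 from its results on the same samples, so that rate is no guide here. The lowest count above background among them was 77.4, for BRCA1 in siCDK11 replicate 3. CCNB1 had the largest standard error, with -0.54 in the replicate 2 pair and -1.15 in both other pairs. The paper states that its panel results point strongly to an early disruption of cell cycle checkpoints.

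**Figure D4:**
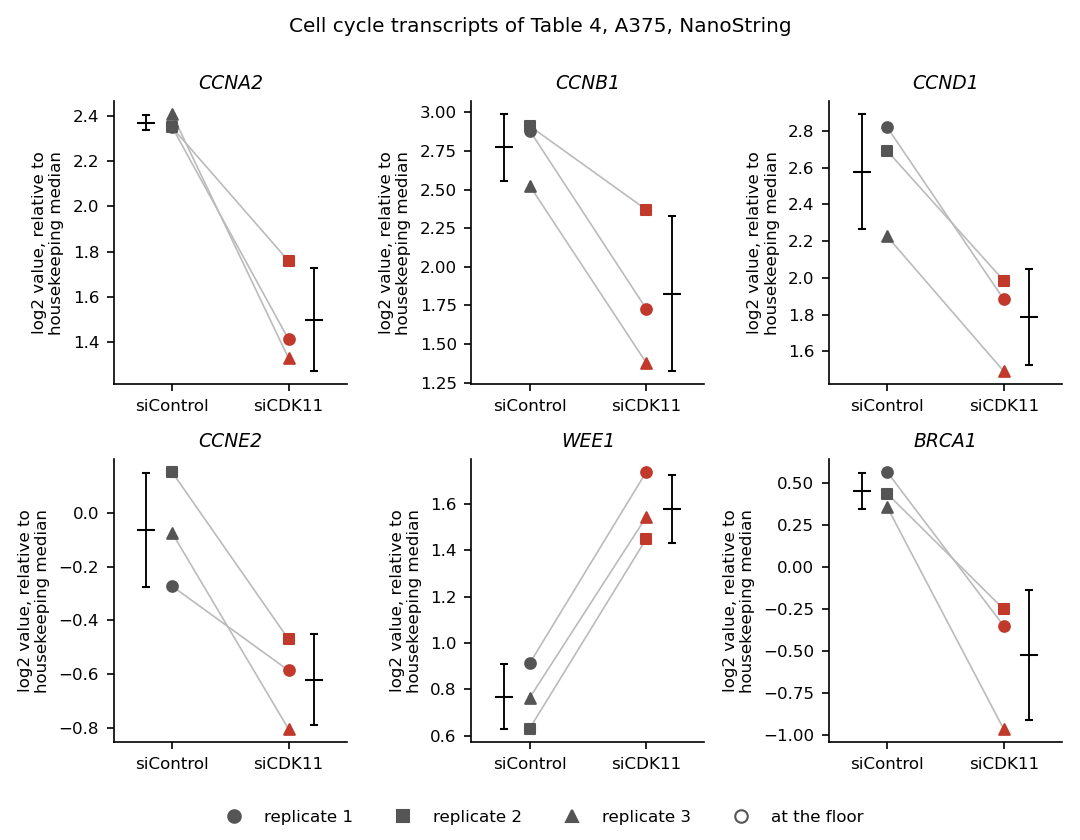
Deposited log2 values of 6 cell cycle transcripts, relative to the housekeeping median, for each siControl and siCDK11 sample, with a separate vertical scale for each gene. Lines join samples with the same replicate number and bars are the mean ± SD (n = 3). In each gene the groups do not overlap.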

We also examined expression of these same genes in WM1366 cells and found that some of the changes observed at the transcript level in A375 cells were duplicated in the NRAS-mutant cell line. Specifically, CCNB1, CCND1, WEE1, and BRCA1 showed expression level changes in the same direction for WM1366 as compared to A375 cells.

We also investigated the impact of CDK11 downregulation on cyclin genes by examining changes in their protein levels at 48 and 72 h in both A375 and WM1366 cells. The results shown in Figure 5 and Table 5 demonstrate that the CCND1 RNA changes in each cell line translated to a similar change in Cyclin D1 protein level. Loss of Cyclin D1 protein was also observed after CDK11 down-regulation in SK-Mel-2 and WM39 cells (data not shown).

For A375 cells, the same concordance between mRNA and protein levels is true for Cyclin B1 and Cyclin A2. In WM1366 cells, in contrast to the mRNA levels, Cyclin A2 and Cyclin B1 protein levels increased slightly at 48 h and more dramatically at 72 h. Cyclin E2 protein was not detected in either cell line.

Given the role for CDK11 in mitotic regulation and the increased levels of Ser10 phosphorylation on Histone H3 in mitosis, we examined the impact of CDK11 loss on Histone H3 phospho-Ser10 levels. In both A375 and WM1366 cell lines, the amount of phospho-Ser10 Histone H3 detected was higher at 48 h post-siCDK11 transfections than control cells, and the levels of phospho-Ser10 Histone H3 continued to increase at 72 h (Figure 5, Table 5, and data not shown).

To further elucidate CDK11 control of cell cycle in melanoma cells, we performed FACS analysis of A375 and WM1366 cells. At 48 h of siRNA-mediated CDK11 knockdown, both A375 and WM1366 demonstrated a strong accumulation of cells into G1 phase and loss of cells from G2/M phases (Figure 6A and Table 6). We summarized the results of our investigations into how CDK11 loss alters cell cycle distribution and function in BRAF- and NRAS-mutant melanoma in Figure 6B.

### 2.8. CDK11, CCNL1 and CCNL2 Are Co-Expressed in Human Melanoma Patient Samples

Gene mutation is not a major component of CDK11A, CDK11B, CCNL1 or CCNL2 function in melanoma. Information from human melanoma patient data derived from The Cancer Genome Atlas (TCGA) indicated that 5% or less of the samples contain a mutation in each of these genes, and the majority of mutations detected were missense in origin with unknown significance [45,46]. Like the CDK11 genes, the CCNL2 gene is located on chromosome 1p, and the genomic data showed that gene amplification in three patients and deep gene deletion in four patient samples all occurred simultaneously for these three genes. We also examined CDK11, CCNL1 and CCNL2 gene expression levels using the TCGA RNA-seq data. Using a z-score cut-off of 1.5, alteration of mRNA levels (up- or down-regulation, not mutation) was observed in 17% of samples for CDK11A, 19% for CDK11B, 9% for CCNL1, and 10% for CCNL2. These alterations were described as a tendency toward co-occurrence with significance (*q*-value ≤ 0.001) for the pairings of: CDK11A + CDK11B; CCNL1 + CCNL2, CDK11A + CCNL1, and CDK11A + CCNL2 [45,46]. Thus, altered expression of these genetic partners can occur within the same tumor.

Correlation of gene expression levels was also examined in TCGA RNA-seq data. There were significant positively co-expressed mRNA levels for CDK11A and CDK11B and for CDK11A and CCNL2 (Figure 7A). CDK11A and CCNL1 mRNA levels correlated to a lesser extent (Figure 7A), as was observed for CDK11B and CCNL2 (data not shown).

### 2.9. High CDK11A mRNA Expression is Associated with Decreased Patient Survival

Pathological analysis performed by the Human Protein Atlas for CDK11A in melanoma patients (derived from TCGA) indicates that high CDK11A mRNA expression is an unfavorable prognostic marker [47]. Survival curves for CDK11A in melanoma patients are show in Figure 7B. The RNA-seq data used in this survival analysis derived from melanoma tumors representing primary sites. A summary of the characteristics of the 102 patients included in the survival curves presented is found in Table S2.

## 3. Discussion

CDK11 represents an important therapeutic target for many cancers, and the results we report here demonstrate for the first time a dependence of melanoma cells on high CDK11 protein expression levels. By acutely down-regulating CDK11 protein expression via siRNA transfection, both BRAF- and NRAS-mutant melanoma cells showed significantly reduced cell survival and disrupted cell cycle function. Blocking CDK11 function has potential impact on the survival of both mitotically cycling and non-cycling malignant cells, because the expression and functions of CDK11 isoforms affect both proliferating and quiescent cells. Development of a CDK11-based cancer cell-specific treatment strategy would bring together current concepts of targeting cell cycle control CDKs with that of targeting essential transcriptional control CDKs [7,48,49]. Additionally, as is true for many cancer types, MYC expression is related to aggressive forms of melanoma and is being investigated as a potential therapy target in melanoma. Treatment-induced loss of CDK11 has the beneficial effect of also reducing cMYC protein levels.

Investigation of chromosome 1p deletions in melanoma demonstrated abnormalities in the CDK11 genes (previously designated as CDC2L1 and CDC2L2) [50]. One allele of the CDK11 gene complex was found to be deleted in six of 14 melanoma cell lines; however, most cell lines with CDK11 gene loss as a result of chromosome 1p deletion also contained two other copies of chromosome 1 with intact CDK11 genes. These data suggest a possible theory in which stably reduced CDK11 expression levels, due to chromosome 1p loss sometime during the oncogenic process, represents a chronic but not death-inducing state within cells with the potential to promote malignancy. In subsequent work, mice were generated in the Nelson laboratory which expressed only 1 allele of CDK11 to examine the effects of reduced CDK11 expression in skin [51]. These mice showed reduced CDK11 expression in skin tissue. Following a skin carcinogenesis regimen with 7,12-dimethylbenz[α]anthracene (DMBA) and 12-*O*-tetradecanoylphorbol-13-acetate (TPA), the average number of skin papillomas per mouse was 3-fold higher in the single copy CDK11 gene mice compared to mice with two copies of CDK11. In contrast to CDK11 down-regulation in melanoma or other cancer cells with pre-existing dependency on CDK11 expression, chronic and moderate reduction in CDK11 expression over time in pre-malignant cells could contribute to decreased cell death due to reduced levels of the CDK11 p46 and p60 cleavage products as well as dysregulation of normal transcriptional and cell cycle control programs, thus acting to promote malignant characteristics and survival of cells.

Lower expression levels of CDK11^p110^ protein in several melanoma cell lines as well as melanoma patient samples relative to primary human foreskin-derived melanocytes were reported [50]. In this publication, CDK11 protein levels in A375 cells were determined to be higher than in the normal melanocytes [50], similar to the results we present here. By contrast, our data show that CDK11^p110^ protein levels were consistently higher in all examined melanoma cell lines relative to adult skin-derived primary epidermal melanocytes. It should be noted that not only are the melanoma cell lines distinct in these two analyses, with the exception of A375, but also different benign melanocytes were used for comparison. Several phosphorylation sites and regions are reported for CDK11, and the CDK11 kinase domain contains the classic CDK activation sites [17,30,52,53]. However, there is limited knowledge as to how CDK11 phosphorylation status influences CDK11 function and cell viability, especially with respect to melanoma.

We have demonstrated that one of the mechanisms by which blocking CDK11 expression causes melanoma cell death is by disrupting cell cycle progression. We observed altered G1 and G2/M cyclin gene expression as well as accumulation of phospho-Ser 10 Histone H3. Histone H3 phosphorylation at Ser10 is associated both with condensation of mitotic chromosomes producing a transcriptionally repressed state as well as with signal induced gene activation during interphase [54,55]. Histone H3 Ser10 phosphorylation during mitosis is at a much higher density compared to that in interphase. Complete knock-out of CDK11 in mouse has previously been shown to associate with mitotic arrest and accumulation of phosphorylated Histone H3 [15]. Here we have shown that knockdown of CDK11^p110^ protein levels by more than 50% caused accumulation of phospho-Ser10 Histone H3 at 48 h, with continued accumulation at 72 h post-transfection.

We also observed increased G1-phase cells after CDK11 knockdown, similar to what was reported in breast cancer, another epithelial cancer [13]. In contrast, CDK11 knockdown in esophageal squamous cell carcinoma cells induced G2/M accumulation [56]. CDK11 and Cyclin L1 were recently reported to regulate the cell cycle in non-transformed *Bombyx mori* (silkworm) cells. Manipulation of CDK11 and Cyclin L1 expression levels in silkworm cells had two opposing effects. Overexpression of CDK11 and/or Cyclin L1 in non-cancer silkworm cells resulted in an increased population of G1 phase cells and a corresponding decreased G2/M phase population. Conversely, blocking CDK11 and/or Cyclin L1 expression using siRNAs arrested these cells in G2/M, with decreased G1 phase cells. Both overexpression and inhibited expression of CDK11 and/or Cyclin L1 reduced the viability of these cells, suggesting a window of appropriate CDK11 levels in these non-cancer cells [57]. The effects of CDK11 loss in silkworm cells align with similar effects during mouse embryo development [15].

Even though both BRAF-mutant A375 and NRAS-mutant WM1366 cells responded similarly to CDK11 down-regulation with respect to loss of cell survival capability and accumulation of G1-phase cells, these 2 types of melanoma did not respond identically at the molecular level. G1 and G2/M cyclin changes were different with the exception of a consistent loss of Cyclin D1. Further, both cell lines showed increased WEE1 mRNA, decreased BRCA1 mRNA, and loss of c-MYC protein. 

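On the PanCancer panel SFN had 8.8, 6.6 and 12.3 counts above background in siControl replicates 1, 2 and 3 of A375 cells. In siCDK11 replicate 2 it had 2.8 counts, and siCDK11 replicates 1 and 3 were at the floor. The fitted log2 fold change was -2.38 (standard error 0.47, adjusted p = 0.0844 from limma) and depends on where the floor lies: with 10 counts added to every value before the logarithm, an alternative chosen after seeing the data, it was -0.49 (adjusted p = 0.300 from limma). SFN was not called with the replicate block (limma adjusted p = 0.0756). The panel is not the paper's only evidence on SFN, since its Table 4 also gives a lower SFN level in A375 cells by q-RT-PCR.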

A375 cells were unique in a dramatic loss of SFN transcript, which encodes 14-3-3 protein sigma. 14-3-3 family proteins recognize and bind Histone H3 phosphorylated at Ser10, acting as “readers” of the histone code and as a platform for assembly of transcriptional regulatory factors, participating in cell cycle control and RAF kinase regulation among other functions [58]. Many 14-3-3 isoforms interact with CDK11^p110^, and these interactions peak during G2/M in synchronized A375 cells [59]. It has also been shown that loss of 14-3-3 protein sigma affects proper regulation of interphase versus mitotic protein translation [60]. Human cancer cells depleted of 14-3-3 protein sigma do not suppress cap-dependent or stimulate cap-independent translation, events needed at the mitosis transition, resulting in reduced mitotic-specific expression of CDK11^p58^, impaired cytokinesis, and accumulation of binucleate cells. It is possible that downregulation of SFN is contributing to blockade of the transcriptional program and accumulation of G1 phase cells.

It is not surprising that the genes CDK11A and CDK11B and CCNL2, which are all located on chromosome 1p, showed good correlation of expression at the mRNA level in melanoma patient tumor tissues. There was weaker but still significant correlation between CDK11A and CCNL1 transcript levels as well. Patient survival data from TCGA suggest that high level expression of CDK11 mRNA is a marker of poor prognosis in melanoma. These data agree with our contention that melanoma cells are dependent on robust CDK11 protein expression for survival. Higher CDK11 protein expression levels are associated with poorer patient survival in osteosarcoma and ovarian cancer [11,14]. The association of CDK11 levels with patient survival in breast cancer is not yet clear. In one publication, elevated CDK11 protein expression in breast cancer tissues was associated with poor differentiation of tumor for breast cancer patients, but statistical significance was not achieved for survival at 72 months of follow-up [13]. Consistently, experimental down-regulation of CDK11 in various breast cancer cell lines definitively resulted in cell death [10,13].

In summary, we found elevated levels of CDK11 protein expression in both BRAF- and NRAS-mutant melanoma cell lines compared to benign melanocytes. We present the novel finding that down-regulation of CDK11 protein expression reduced cell survival and disrupted cell cycle function in both BRAF- and NRAS-mutant melanomas. Targeting CDK11 has potentially important clinical relevance for the development of a novel therapy that spans multiple melanoma sub-types. Early CDK inhibitors were non-specific and had significant side-effects while not being very effective. Mechanisms of resistance with the non-specific CDK inhibitors have also been demonstrated [61]. Based on our findings there may be promise in specific targeting of CDK11 for melanoma, as previously demonstrated using malignant cell-specific CDK11 downregulation in breast cancer [10]. The work presented in this report is early and should be expanded in additional melanoma cell lines and in animal models. Thus, our novel findings warrant future work to understand CDK11 in melanoma at both the cellular and in vivo levels.

## 4. Materials and Methods

### 4.1. Cell Lines and Culture

SK-Mel-2 cells were obtained from ATCC (Manassas, VA, USA), and grown according to ATCC recommendations with 1% Pen/Strep. WM1366 and WM39 cells were obtained from Coriell Cell Repositories (Camden, NJ, USA). WM39 cells were grown according to Coriell Cell Repositories recommendations. WM1366 cells were grown in RPMI-1640 (SH30255.01 HyClone Laboratories, Logan, UT, USA) with 10% fetal bovine serum and 1% Pen/Strep. A375 cells were a kind gift from Dr. James McCarthy (University of Minnesota, Minneapolis, MN, USA); these cells were authenticated by IDEXX BioResearch (Columbia, MO, USA) using a nine marker STR profile. A375 growth conditions were DMEM high glucose (HyClone SH30243.01), 10% FBS, 1% Pen/Strep. All cell lines were grown in an incubator at 37 °C with 5% CO_2_. All cells had undetectable levels of mycoplasma when thawed, and were maintained in culture for up to 2 months.

### 4.2. Oligonucleotides

Standard chemistry siRNAs were obtained from Dharmacon (Lafayette, CO, USA). The sense strand sequence for siCDK11: 5’-gagcgagcagcagcgugugdTdT-3’ [34]. The control siRNA (siControl) used was siNon-targeting #2 (D-001810-02, Dharmacon).

### 4.3. Cell Viability Assays

Reverse transfection of A375 and WM1366 cells was performed. Transfection complexes were formed by serial dilution (2-fold dilution series) of 20 µM siRNA into a combination of Dharmafect 1 and OPTI-MEM resulting in siRNA concentrations ranging from 40 nM to 0.625 nM. A master 96-well plate was loaded with 125 µL/well for each concentration, then 25 µL/well was transferred to each of three Primaria plates. Cells were trypsinized and plated (3000 cells/well for WM1366; 2,500 cells/well for A375) in 100 µL of complete 5% FBS antibiotic-free media directly onto the transfection mixture. After 24 h of incubation at 37 °C/5% CO_2_, an additional 140 µL of complete 5% FBS media was added to all wells in all plates. At 48, 72, and 96 h following transfection initiation, CellTiter 96^®^ Aqueous One Assays were performed according to the manufacturer’s instructions (Promega Corp., Fitchburg, WI, USA). Absorbance values for media alone were subtracted from the experimental values.

### 4.4. Clonal Survival Assays

SiRNA transfection complexes were formed by combining 30 nM siRNA with 10 µL Dharmafect 1 and OPTI-MEM in total volume of 400 µL. After a 20 min incubation, 1.6 mL of antibiotic-free media containing 5% FBS was mixed in and the total volume was added to cells at 50% confluence on 60 mm plates after the previous growth media was removed. After 5 h of incubation at 37 °C/5% CO_2_, an additional 2 mL of complete media was added to each plate. At 48 h post-transfection, the cells were collected using trypsin, counted, and plated in triplicate at a concentration of 500 cells per 35 mm plate in complete media with 5% FBS. The media was replaced after 4 days. Seven days after plating, the cells were stained with crystal violet for 20 min (1X PBS containing 1% (*v*/*v*) methanol, 1% (*v*/*v*) formaldehyde and 0.05% (*w*/*v*) crystal violet); the stain was then removed and plates were washed by immersion in water with continuous water flow. Plates were air-dried, colonies were counted using the OpenCFU program, and plates were scanned.

### 4.5. Tumorsphere Formation Assays

Cells were transfected in the same manner as the clonal survival assays. At 48 h after transfection, cells were collected using trypsin, counted, and plated in a final volume of 200 µL/well of complete media with 10% FBS in a 96-well Ultra Low Attachment plate (1500 cells/well for WM1366; 600 cells/well for A375; Corning, Tewsbury, MA, USA). The plate was spun in a centrifuge with a plate rotor for 5 min at 200× g. At 96 h after plating, pictures were captured of the different conditions with transmitted light microscopy (Moticam X camera, Motic, Richmond, BC, Canada and an Axiovert microscope on the 5× objective, Zeiss, Thornwood, NY, USA).

### 4.6. Immunoblot Analysis

After cell pellets from cultured cells were processed in radioimmunoprecipitation assay (RIPA) buffer, 20 µg of each lysate was subjected to electrophoresis using TGX 5-15% midi gel system (BioRad, Hercules, CA, USA) and wet tank transfer to nitrocellulose membrane, as described [62]. After transfer, the membranes were fully dried, rehydrated in nano-pure water, blocked for 30 min with 5% nonfat milk (Bio-Rad 170-6404) or 5% bovine serum albumin (A-9647 Sigma-Aldrich Corp., Saint Louis, MO, USA) in Tris buffered saline (TBS, pH 7.4) with 0.1% Tween 20 (TBS-T) at room temperature. Antibodies were diluted into fresh blocking buffer according to the manufacturer’s recommendations, and the membranes processed as described [62]. Antibodies used were: Cyclin L1 (A302-058A) from Bethyl Laboratories (Montgomery, TX, USA); Cyclin L2 (600-401-878) from Rockland Immunochemicals (Pottstown, PA, USA); Actin (sc-1616) from Santa Cruz Biotechnology (Santa Cruz, CA, USA); CDK11 (5524), MCL-1 (5453), Cyclin A2 (4656), Cyclin B1 (12231), Cyclin D1 (2978), Histone H3 Phospho-Ser10 (3377) from Cell Signaling (Danvers, MA, USA); Survivin (AF886) from R&D Systems (Minneapolis, MN, USA). Proteins were detected by enhanced chemiluminescence using Pierce SuperSignal West Pico and Dura substrates (34078, 34076, Pierce Biotechnology, Rockford, IL, USA). The majority of chemiluminescent signal detection was performed using the Odyssey Fc instrument (LI-COR Biotechnology, Lincoln, NE, USA); however, some signal was captured using Blue Lite autorad film (F-9024-8910, ISC BioExpress, Kaysville, UT, USA). Quantitation of LI-COR signals was performed using Image Studio 5.2 (LI-COR Biotechnology). Quantitation of signal from film images was performed using Image J (National Institutes of Health, Bethesda, MD, USA).

### 4.7. Quantitative Real-Time RT-PCR Analysis

Total RNA was isolated from frozen cell pellets using the RNeasy mini kit (Qiagen, Germantown, MD, USA), including the on-column DNase digestion according to the manufacturer’s protocol, and quantitated using a NanoDrop spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). The High-capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific) was used to synthesize cDNA from total RNA (1.5 µg) using oligo-dT primers according to the manufacturer’s protocol and with the following conditions: 10 min 25 °C; 120 min 37 °C, 5 min 85 °C. Pre-designed primers were obtained from Integrated DNA Technologies (Coralville, IA, USA), Assay Ids: CDK11A Hs.PT.58.3231104; CDK11B Hs.PT.58.28195041; Cyclin A Hs.PT.56a.4535284; Cyclin B Hs.PT.58.39564933; Cyclin D1 Hs.PT.56a.4930170; Cyclin E2 Hs.PT.58.142770; MYC Hs.PT.58.26770695; RPLP0 Hs.PT.58.20222060; SFN Hs.PT.58.20789121; BRCA1 Hs.PT.56a.27724517; WEE1 Hs.PT.58.15526271; TBP Hs.PT.58v.39858774. Reactions were run according to manufacturer’s specification using 96 well FAST plates on a 7900HT machine (Applied Biosystems, Foster City, CA, USA). Analyses were performed using the SDS 2.3 ABI software and changes calculated according to the 2^(−∆∆Ct)^ method. RPLP0 and TBP were used as the reference gene for normalization for Table 2, whereas RPLP0 alone was used for Table 4. All results are reported as the average of reactions run in duplicate.

### 4.8. FACS Analysis of Cultured Cells

A375 and WM1366 cells were transfected in 60 mm plates as described for the Clonal Survival Assays. Forty-eight h post-transfection, cells were collected within the media using a cell lifter and centrifuged 500× g for 5 min at room temperature. Cell pellets were resuspended in 10 mL of phosphate buffered saline and centrifuged 500× g for 5 min at room temperature. Cell pellets were resuspended to 4 × 10^6^ cells per mL in phosphate buffered saline, and 0.5 mL transferred to a 14 mL polypropylene tube. 4.5 mL of ice cold 70% ethanol was added to the cells in a drop-wise manner over a 1 min period and stored at −20 °C for up to 2 weeks. Cells were centrifuged 500× g for 5 min at 4 °C. The supernatant was removed and the cells washed 2 consecutive times in 5 mL of phosphate buffered saline with the same centrifugation. The supernatant was removed, the cells resuspended in 0.5 mL of FxCycle™ PI/RNase Staining Solution (Thermo Fisher Scientific), incubated for 30 min at room temperature, and filtered prior to analysis on a BD FACSAria III (BD Biosciences, San Jose, CA, USA).

### 4.9. NanoString nCounter Expression and Bioinformatics Analysis

Total cellular RNA was isolated from siRNA transfected A375 cells, three samples of siCDK11 and three samples of siControl, as described for q-RT-PCR. The PanCancer Signaling panel was obtained with the standard code set plus these additional genes: CSNK2A1; CSNK2A2; CSNK2B; CDK11A; CDK11B; CCNL1; CCNL2; MCL1; STAT5A; STAT5B. Sample hybridization, purification, immobilization and imaging were performed according to the manufacturer’s protocol (NanoString Technologies). Digital analyzer output reporter code count (RCC) files were analyzed using two R software packages: the NanoStringQCPro package to assess quality and to obtain a normalized data matrix for visualization purposes [63] and the NanoStringDiff package for differential gene expression testing [64]. The raw count data was background subtracted, base 2 log transformed, centered so each gene had a similar mean or median, and scaled so each gene has a similar standard deviation. Sample group comparisons between siCDK11 and siControl were made using the general linear model method employed in the NanoStringDiff R package. The model incorporates useful normalization parameters derived from positive controls, negative controls, and 40 housekeeper genes that can control for lane-to-lane variation, background noise, and RNA input levels, respectively. The list of significantly differentially expressed genes is provided in Table S1. Results are provided including the log-fold change, likelihood ratio value for the comparison, the *p*-value as the unadjusted probability that the gene is not more/less regulated in the first group compared to the second group, and the *q*-value which is a False Discovery Rate (FDR) adjusted *p*-value by the Benjamini and Hochberg method for multiple testing [65]. A *q*-value cutoff value of 0.05 or less and a log2 fold change greater or less than 0.5 was chosen to be included in the “significant” genes list. The full set of data is available in the Gene Expression Omnibus database (GSE128693). Reactome pathway enrichment analysis was performed using a hypergeomectric test implemented in the clusterProfiler R package [66]. Genes significantly up or down-regulated after CDK11 knockdown were compared against multiple Reactome pathway gene lists. Pathways with a Benjamini and Hochberg adjusted *p*-value less than 0.05 were reported.

### 4.10. Human Data Survival Analysis

Survival analysis based on the fragments per kilobase of transcript per million mapped reads (FPKM) value of each gene was performed as described on Human Protein Atlas website (www.proteinatlas.org; Version 18.1; Ensembl version: 88.38). Genes with log rank *p*-values less than 0.001 in maximally separated Kaplan-Meier analysis were defined as prognostic genes. If the group of patients with high expression of a selected prognostic gene has a higher observed event than expected event, it is an unfavourable prognostic gene. Data can be found at the following website: https://www.proteinatlas.org/ENSG00000008128-CDK11A/pathology/tissue/melanoma.

### 4.11. Statistical Analysis

Cell viabilities (ratio of siCDK11 to siNT) were compared to 1 using one sample, two-sided *t*-tests. The number of colonies or tumorsphere areas were compared between matched siCDK11 and siNT data using paired *t*-tests. When sample sizes were at least 3, mean protein levels (ratio of siCDK11 to siNT) were compared to 1 using two-sample one-sided *t*-tests; otherwise means and 95% confidence intervals were presented. Mean percentages of cells in each cell cycle phase were compared between siCDK11 and siNT using two-sample two-sided *t*-tests assuming unequal variances. Data were summarized using Microsoft Excel (Microsoft Corp., Redmond, WA, USA) and analyzed using SAS 9.4 (SAS, Cary, NC, USA).

## Figures and Tables

**Figure 1:**
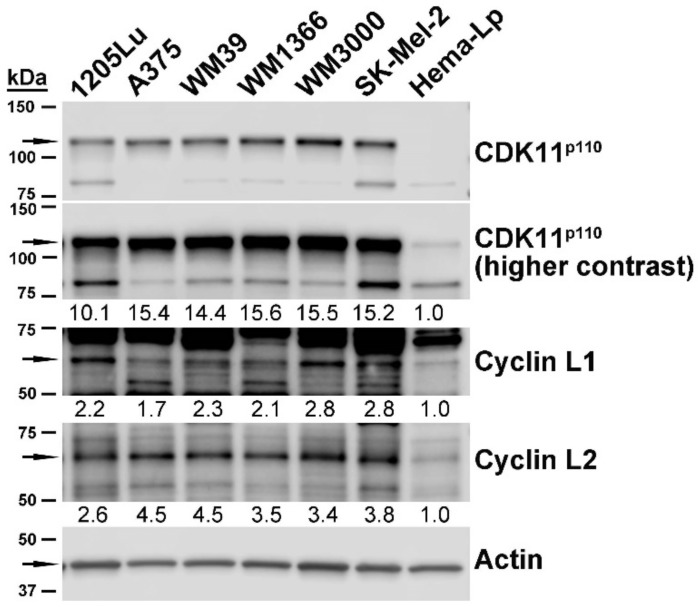
Expression of CDK11 protein complex members in untransformed and malignant melanocytes. Immunoblot analysis of cultured melanocyte cell lines, as indicated above the blots. Proteins detected are indicated on the right side of the blots. Arrows on the left side of blots indicate dominant protein isoform bands. Actin signal was used as the loading control. Quantitation of signal relative to actin is indicated below each protein band.

**Figure 2:**
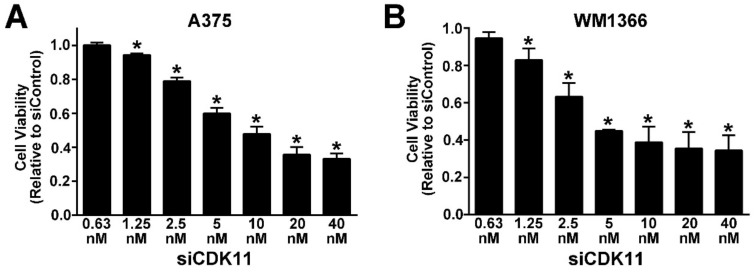
siRNA-mediated down-regulation of CDK11 in BRAF- and NRAS-mutant melanoma cells decreases cell viability. A375 (**A**) and WM1366 (**B**) cells were transfected with increasing concentrations of siRNA directed against CDK11. After 96 h, cell viability was determined relative to the siControl transfected cells. Means ± SE from three experiments are presented. * = *p* < 0.05.

**Figure 3:**
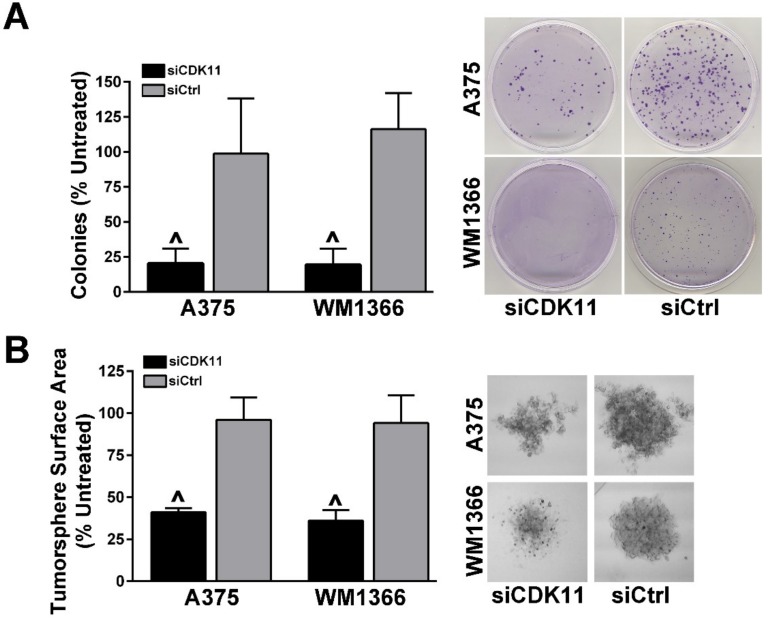
Down-regulation of CDK11 inhibits clonal survival and tumorsphere formation in melanoma cells. A375 and WM1366 cells were transfected with 30 nM siRNAs as indicated in the legends and as described in materials and methods. (**A**) For clonal survival analysis, cells were plated onto 35 mm plates 48 h post-transfection and colonies were stained and counted seven days after plating. Left: The chart presents means ± SD from three experiments with three replicate plates each. ^ = *p* < 0.0001. Right: Representative crystal violet stained colonies on 35 mm plates. Cell lines are indicated to the left of images and siRNA transfections are indicated below plate images. (**B**) For tumorsphere formation, cells were plated into 96-well ultra-low attaching plates 48 h post-transfection and images captured 96 h after plating. Left: The chart presents means ± SD from three experiments with three areas each. ^ = *p* < 0.0001. Right: Representative tumorsphere images. Cell lines are indicated to the left of images and siRNA transfections are indicated below plate images.

**Figure 4:**
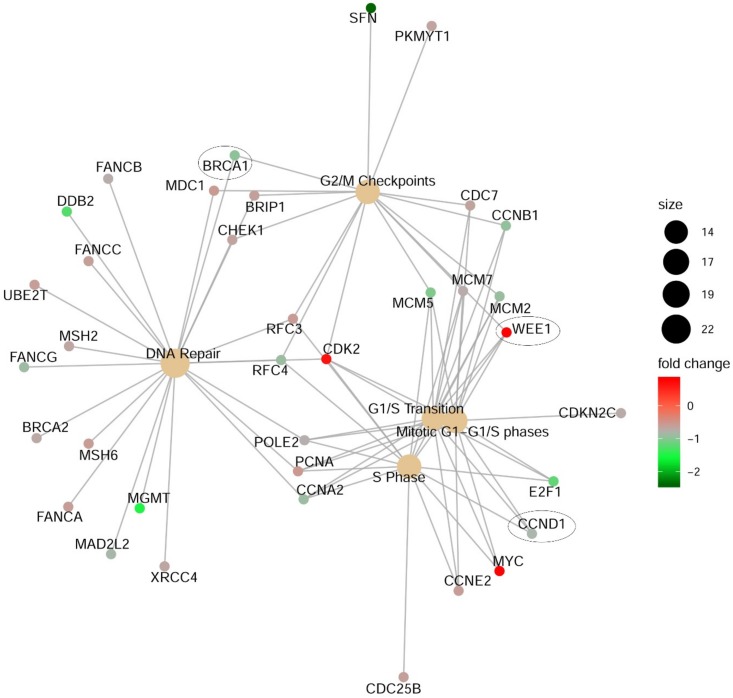
Signaling pathway nodes effected by loss of CDK11 in A375 melanoma cells following PanCancer Reactome pathways analysis. A375 cells were transfected with siRNA directed against CDK11 or control siRNA. After 48 h, cells were collected for RNA purification. Gene names with an ellipse drawn around them represent genes that were similarly altered in both A375 and WM1366 cells after q-RT-PCR verification. Fold change in gene expression is indicated by the red (increased) to green (decreased) scale shown. Node circle size represents the number of genes altered in that pathway.

**Figure 5:**
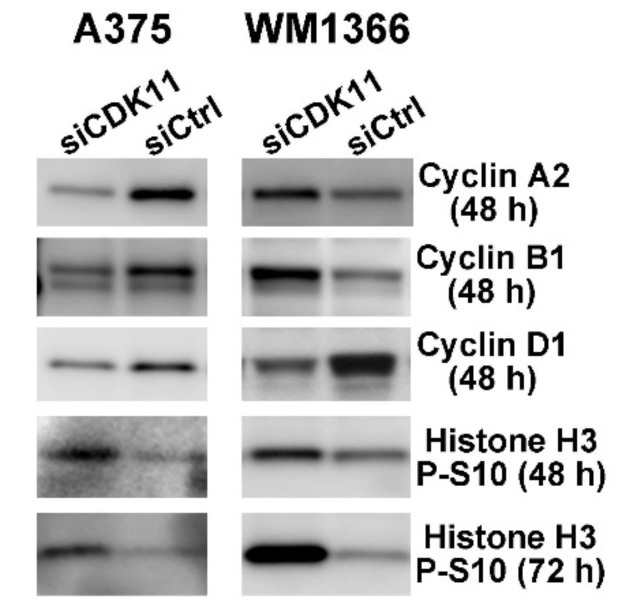
Immunoblot analyses for cell cycle-related proteins following siRNA-mediated down-regulation of CDK11 in melanoma cells. Immunoblot analysis of A375 and WM1366 cell lysates following 30 nM siRNA transfection. SiRNAs transfected are indicated above the blots, proteins detected and time point are indicated on the right side of the blots. CDK11^p110^ knockdown verification is indicated in Table 5. Actin signal was used as the loading control.

**Figure 6:**
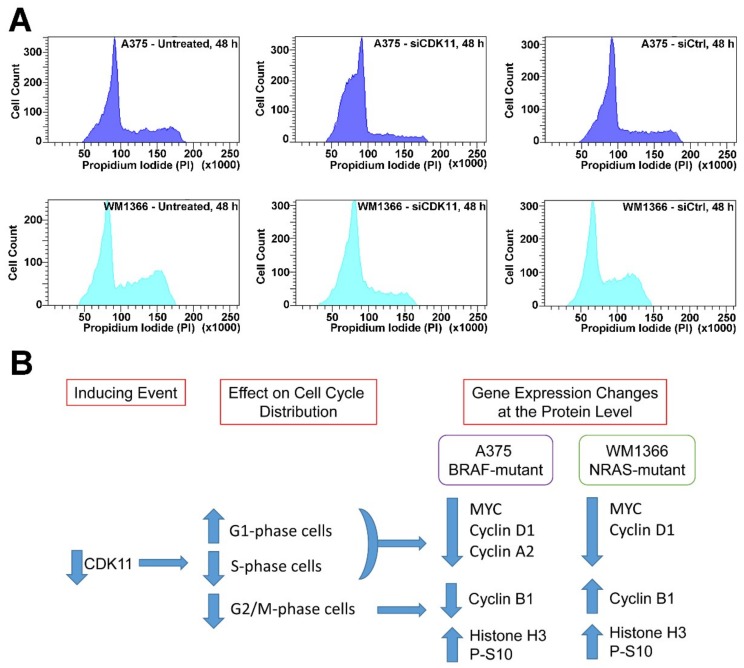
FACS analysis for cell cycle composition following siRNA-mediated down-regulation of CDK11 in melanoma cells and summary of cell cycle-related results. (**A**) PI-based FACS analysis for DNA content in untreated and siCDK11 and siControl transfected A375 (upper panels) and WM1366 (lower panels) cells is shown. The identity of the treatment type and time point is indicated within each panel. (**B**) A cartoon summary of the cell cycle-based alterations in melanoma cells after CDK11 downregulation and the associated changes in protein expression levels.

**Figure 7:**
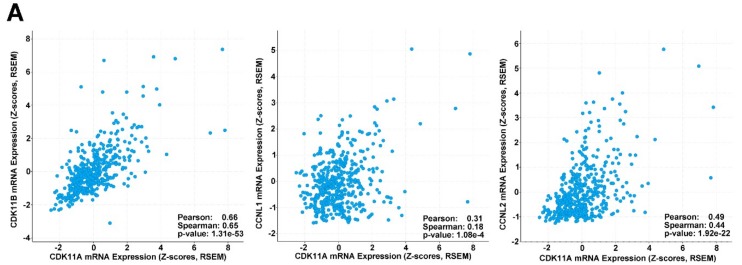

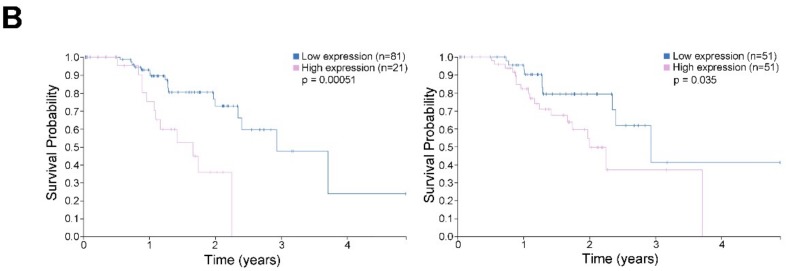
Expression of CDK11 and associated genes in melanoma patient samples and association with survival. (**A**) Analysis of co-expression of CDK11A, CDK11B, CCNL1 and CCNL2 mRNA levels in melanoma patient samples from The Cancer Genome Atlas (Pan-Cancer Atlas; *n* = 443 samples). Correlation analysis and *p*-values provided within each panel. Analysis performed using cBioPortal. RSEM, RNA-Seq by Expectation–Maximization. (**B**) Survival analysis in melanoma patients indicating that high CDK11A mRNA expression is unfavorable. Kaplan-Meier plots are shown for best expression cut-off (1.82; Left panel) and median expression cut-off (1.38; Right panel). *n* = 102 human cutaneous melanoma patient samples. *p*-values for log-rank tests are provided within each panel. Analysis performed by Human Protein Atlas using data from The Cancer Genome Atlas. Image credit: Human Protein Atlas.

**Table 1:** Characteristics of melanoma and melanocyte cell lines.

Cell Lines	Transformed	BRAF Mutation	NRAS Mutation
Hema-Lp ^1^	No	None	None
A375	Yes	V600E	None
1205Lu	Yes	V600E	None
WM39	Yes	V600E	None
SK-Mel-2	Yes	None	Q61R
WM1366	Yes	None	Q61L
WM3000	Yes	None	Q61R

^1^ Primary human epidermal melanocytes isolated from adult lightly pigmented skin.

**Table 2:** mRNA expression levels in melanoma cell lines relative to non-transformed melanocytes.

Cell Line	CDK11A	CDK11B	MYC
Hema-Lp	1	1	1
A375	0.06	0.97	3.24
1205Lu	0.28	0.18	1.01
WM39	1.51	0.94	1.68
WM1366	0.10	0.16	1.51
WM3000	0.07	0.40	0.86

mRNA expression normalized to geometric mean of TBP and RPLP0, calculated by delta-delta-Ct method, and expressed relative to Hema-Lp.

**Table 3:** Protein expression levels following siCDK11 transfection in certain melanoma pathways.

Cell Line	Time Point (h)	CDK11	rpS6 P-S235/236	rpS6	Erk 1/2 P-TY	Erk 1/2	β-Catenin Active	β-Catenin	cMYC	MCL-1	Survivin
**A375**	48	0.22	0.89	1.11	1.94	0.87	1.24	1.37	0.90	ND	ND
		(0.09, 0.34)	(0.83, 0.96)	(0.81, 1.40)	(1.17, 2.71)	(0.72, 1.01)	(0.68, 1.81)	(0.78, 1.95)	(0.83, 0.96)		
	72	0.39	0.92	1.27	1.63	ND	ND	1.62	0.18	0.98	0.69
		(0.35, 0.43)	(0.67, 1.17)	0.80, 1.74)	(1.25, 2.02)			(1.21, 2.02)	(0.09, 0.26)	(0.74, 1.22)	(0.55, 0.84)
**WM-1366**	48	0.27	1.28	0.88	0.90	0.92	1.13	0.89	0.36	ND	ND
		(0.15, 0.39)	(0.72, 1.84)	(0.77, 0.99)	(0.72, 1.08)	(0.77, 1.08)	(0.70, 1.56)	(0.65, 1.14)	(0.13, 0.60)		
	72	0.19	1.17	0.77	1.53	0.93	0.68	0.81	0.33	0.67	2.08
		(−0.01, 0.39)	(−0.68, 4.82)	(0.35, 1.19)	(0.84, 2.22)	(0.76, 1.11)	(0.31, 1.06)	(0.27, 1.35)	(0.21, 0.44)	(0.44, 0.91)	(1.79, 2.37)

All values normalized to actin expression and expressed relative to siControl treated cells. Means and 95% confidence intervals presented due to small number of samples. ND = not determined.

**Table 4:** Gene expression changes found by NanoString PanCancer array and q-RT-PCR.

	NanoString: A375		q-RT-PCR: A375	q-RT-PCR: WM1366
Gene	Fold Change ^1^	*q*-Value	Fold Change (95% CI) ^2^	Fold Change (95% CI) ^2^
CCNA2	0.53	1.35 × 10^−9^	0.55 (0.48, 0.62)	1.08 (0.42, 1.75)
CCNB1	0.52	2.72 × 10^−6^	0.38 (0.34, 0.41)	0.91 (0.53, 1.28)
CCND1	0.56	3.65 × 10^−5^	0.49 (0.41, 0.58)	0.37 (0.37, 0.38)
CCNE2	0.66	1.15 × 10^−3^	0.72 (0.66, 0.77)	1.13 (0.20, 1.22)
WEE1	1.70	5.39 × 10^−3^	1.97 (1.44, 2.51)	1.56 (0.72, 2.41)
SFN	0.19	1.95 × 10^−2^	0.25 (0.24, 0.26)	1.10 (0.95, 1.25)
BRCA1	0.51	5.19 × 10^−10^	0.40 (0.31, 0.49)	0.72 (0.51, 0.93)
MYC	1.72	1.45 × 10^−3^	1.40 (1.34, 1.46)	0.71 (0.20, 1.22)

^1^ Mean standard fold change in siCDK11 cells relative to siControl cells based on 3 samples. ^2^ Mean standard fold change in siCDK11 cells relative to siControl cells based on 2 samples; 95% confidence interval presented.

**Table 5:** Protein expression levels following siCDK11 transfection—Cell cycle pathways.

Cell Line	Time (h)	Cyclin A2	Cyclin B1	Cyclin D1	Histone H3 P-S10
A375	48	0.27	0.45	0.72	1.57
		(0.15, 0.39)	(0.27, 0.64)	(0.66, 0.79)	(1.50, 1.65)
	72	ND	ND	ND	2.75 (1.72, 3.79)
WM1366	48	1.14	1.35	0.32	1.99
		(0.48, 1.81)	(0.43, 2.28)	(0.12, 0.52)	(0.59, 3.39)
	72	3.48	2.02	0.51	ND
		(2.80, 4.16)	(1.03, 3.01)	(0.11, 0.91)	

All values normalized to actin expression and expressed relative to siControl treated cells. Means and 95% confidence intervals presented. ND = not determined.

**Table 6:** Effects of siCDK11 on cell cycle distribution at 48 h post-transfection.

Cell Line	Treatment	G1	S	G2/M
A375	Untreated	62.6 ± 1.4	24.7 ± 1.0	12.7 ± 0.6
	siCDK11	84.0 ± 0.7 **	11.4 ± 0.5 ***	4.5 ± 0.5 **
	siControl	68.4 ± 0.3	21.1 ± 0.3	10.5 ± 0.3
WM1366	Untreated	56.2 ± 4.3	23.6 ± 2.9	20.3 ± 1.5
	siCDK11	76.6 ± 0.3 *	16.1 ± 0.1 *	7.2 ± 0.5 **
	siControl	56.4 ± 2.7	23.1 ± 2.8	20.5 ± 0.2

The mean ± standard deviation of three experiments is presented. For comparisons between siCDK11 and siControl cells, *** denotes *p*-value < 0.0001; ** *p* < 0.001; * *p* ≤ 0.05.

## Supplementary Materials

The following are available online at https://www.mdpi.com/1424-8247/12/2/50/s1, Table S1: Significantly differentially expressed genes identified in A375 cells using the PanCancer Pathways panel (NanoString Technologies). Table S2: Data from 102 patients included in survival analysis from The Protein Atlas.

# Supplementary material for: CDK11 Loss Induces Cell Cycle Dysfunction and Death of BRAF and NRAS Melanoma Cells
**Source:** Pharmaceuticals (Basel). 2019 Apr 2;12(2):50. doi: 10.3390/ph12020050
**Supplement:** Supplementary file 1

CDK11 Loss Induces Cell Cycle Dysfunction and Death of BRAF and NRAS Melanoma Cells

Rehana L. Ahmed ^1,6^, Daniel P. Shaughnessy ^2^, Todd P. Knutson ^3,4^, Rachel I. Vogel ^5,6^,
Khalil Ahmed ^2,3,6,7^, Betsy T. Kren ^2,6^ and Janeen H. Trembley ^2,3,6,^*

# Supplementary material for: CDK11 Loss Induces Cell Cycle Dysfunction and Death of BRAF and NRAS Melanoma Cells
**Source:** Pharmaceuticals (Basel). 2019 Apr 2;12(2):50. doi: 10.3390/ph12020050
**Supplement:** Supplementary file 1

**Table S1. Significantly differentially expressed genes identified in A375 cells using the PanCancer Pathways panel**

| <b>Gene</b> | <b>log Fold Change (base 2)</b> | <b>likelihood ratio</b> | <b>p-value</b> | <b>q-value</b> | <b>gene description</b>                               |
|-------------|---------------------------------|-------------------------|----------------|----------------|-------------------------------------------------------|
| DLL4        | 34.24633383                     | 10.95023505             | 9.36E-04       | 0.00814799     | delta like canonical Notch ligand 4                   |
| RASGRP1     | 3.849823722                     | 7.758752157             | 0.00534529     | 0.0332396      | RAS guanyl releasing protein 1                        |
| FGF7        | 2.756868365                     | 30.59894772             | 3.17E-08       | 1.17E-06       | fibroblast growth factor 7                            |
| NR4A3       | 2.10117785                      | 15.69648452             | 7.44E-05       | 9.65E-04       | nuclear receptor subfamily 4 group A member 3         |
| DUSP10      | 1.38589944                      | 48.34190796             | 3.58E-12       | 5.30E-10       | dual specificity phosphatase 10                       |
| MAP3K13     | 1.356829915                     | 15.73905645             | 7.27E-05       | 9.61E-04       | mitogen-activated protein kinase kinase kinase 13     |
| BMPR1B      | 1.165341688                     | 7.735556045             | 0.00541439     | 0.03338873     | bone morphogenetic protein receptor type 1B           |
| IL24        | 1.150733409                     | 12.49121538             | 4.09E-04       | 0.00403419     | interleukin 24                                        |
| GHR         | 1.065135437                     | 14.89092593             | 1.14E-04       | 0.00138185     | growth hormone receptor                               |
| SOCS2       | 1.039055915                     | 13.91198558             | 1.92E-04       | 0.00205455     | suppressor of cytokine signaling 2                    |
| RXRG        | 1.030917173                     | 11.04686809             | 8.88E-04       | 0.00783298     | retinoid X receptor gamma                             |
| ITGB8       | 0.991245707                     | 36.02443157             | 1.95E-09       | 8.48E-08       | integrin subunit beta 8                               |
| FOS         | 0.826687914                     | 19.46308036             | 1.03E-05       | 1.85E-04       | Fos proto-oncogene, AP-1 transcription factor subunit |
| MYC         | 0.789560539                     | 14.74447121             | 1.23E-04       | 0.00144603     | MYC proto-oncogene, bHLH transcription factor         |
| WEE1        | 0.762398124                     | 22.1276268              | 2.55E-06       | 5.39E-05       | WEE1 G2 checkpoint kinase                             |
| INHBA       | 0.720047146                     | 13.94113134             | 1.89E-04       | 0.00205269     | inhibin beta A subunit                                |
| CDK2        | 0.647563304                     | 19.80569938             | 8.57E-06       | 1.63E-04       | cyclin dependent kinase 2                             |
| NFKBIZ      | 0.644424945                     | 6.860935426             | 0.00881004     | 0.04938963     | NFKB inhibitor zeta                                   |
| NOTCH2      | 0.634515107                     | 12.66625051             | 3.72E-04       | 0.00372315     | notch 2                                               |
| IL6R        | 0.609554537                     | 9.556363046             | 0.00199257     | 0.01445594     | interleukin 6 receptor                                |
| FBXW7       | 0.59605282                      | 8.804317878             | 0.00300518     | 0.02040217     | F-box and WD repeat domain containing 7               |
| IL1RAP      | 0.566197855                     | 10.18791189             | 0.00141364     | 0.01124834     | interleukin 1 receptor accessory protein              |
| CTNNB1      | 0.560456986                     | 12.31465908             | 4.49E-04       | 0.00431905     | catenin beta 1                                        |
| PDGFD       | 0.520849617                     | 9.634166591             | 0.00190991     | 0.01403768     | platelet derived growth factor D                      |
| PCNA        | -0.55050283                     | 7.414664734             | 0.00646944     | 0.03860793     | proliferating cell nuclear antigen                    |
| MAP2K1      | -0.56841631                     | 17.11296453             | 3.52E-05       | 5.32E-04       | mitogen-activated protein kinase kinase 1             |
| MDC1        | -0.57003873                     | 14.38256345             | 1.49E-04       | 0.00169833     | mediator of DNA damage checkpoint 1                   |
| MAPK1       | -0.57141159                     | 22.45482379             | 2.15E-06       | 4.68E-05       | mitogen-activated protein kinase 1                    |
| RFC3        | -0.57807524                     | 18.17711238             | 2.01E-05       | 3.24E-04       | replication factor C subunit 3                        |

| Gene   | log Fold Change (base 2) | likelihood ratio | p-value    | q-value    | gene description                                         |
|--------|--------------------------|------------------|------------|------------|----------------------------------------------------------|
| MSH6   | -0.5894768               | 23.40937061      | 1.31E-06   | 3.23E-05   | mutS homolog 6                                           |
| FANCA  | -0.59550683              | 7.988122421      | 0.00470852 | 0.03056409 | Fanconi anemia complementation group A                   |
| CCNE2  | -0.60124371              | 15.29965503      | 9.17E-05   | 0.00115055 | cyclin E2                                                |
| UBE2T  | -0.6087933               | 22.69099517      | 1.90E-06   | 4.27E-05   | ubiquitin conjugating enzyme E2 T                        |
| TTK    | -0.61180397              | 19.15140981      | 1.21E-05   | 2.13E-04   | TTK protein kinase                                       |
| CDC25B | -0.61361832              | 25.34162618      | 4.80E-07   | 1.37E-05   | cell division cycle 25B                                  |
| PPARG  | -0.61769858              | 24.26217         | 8.41E-07   | 2.22E-05   | peroxisome proliferator activated receptor gamma         |
| TIAM1  | -0.6178792               | 8.89190518       | 0.00286438 | 0.01962629 | T-cell lymphoma invasion and metastasis 1                |
| FANCC  | -0.61842668              | 10.85014665      | 9.88E-04   | 0.00850036 | Fanconi anemia complementation group C                   |
| BRIP1  | -0.62908169              | 16.76201189      | 4.24E-05   | 6.05E-04   | BRCA1 interacting protein C-terminal helicase 1          |
| MAP2K6 | -0.64321301              | 16.23148333      | 5.61E-05   | 7.68E-04   | mitogen-activated protein kinase kinase 6                |
| CDC7   | -0.65031292              | 14.49905056      | 1.40E-04   | 0.00162141 | cell division cycle 7                                    |
| CHEK1  | -0.65771479              | 28.6264528       | 8.78E-08   | 2.95E-06   | checkpoint kinase 1                                      |
| PKMYT1 | -0.66257577              | 7.577652666      | 0.00590963 | 0.0355539  | protein kinase, membrane associated tyrosine/threonine 1 |
| BAD    | -0.67145767              | 14.79547137      | 1.20E-04   | 0.00143014 | BCL2 associated agonist of cell death                    |
| MSH2   | -0.67961208              | 31.35289475      | 2.15E-08   | 8.38E-07   | mutS homolog 2                                           |
| XRCC4  | -0.68250984              | 20.78169099      | 5.15E-06   | 1.05E-04   | X-ray repair cross complementing 4                       |
| FGFR1  | -0.68751608              | 9.628362224      | 0.00191595 | 0.01403768 | fibroblast growth factor receptor 1                      |
| VEGFC  | -0.69897605              | 9.460364469      | 0.00209959 | 0.01508446 | vascular endothelial growth factor C                     |
| BRCA2  | -0.70382538              | 19.62777418      | 9.41E-06   | 1.74E-04   | BRCA2, DNA repair associated                             |
| HELLS  | -0.70873208              | 18.83318926      | 1.43E-05   | 2.46E-04   | helicase, lymphoid specific                              |
| EPHA2  | -0.70961324              | 18.66647243      | 1.56E-05   | 2.62E-04   | EPH receptor A2                                          |
| CDKN2C | -0.72609421              | 24.33047773      | 8.11E-07   | 2.22E-05   | cyclin dependent kinase inhibitor 2C                     |
| SETBP1 | -0.73914232              | 9.313583175      | 0.00227461 | 0.0160306  | SET binding protein 1                                    |
| MCM7   | -0.74123211              | 36.64959364      | 1.41E-09   | 6.98E-08   | minichromosome maintenance complex component 7           |
| FANCB  | -0.75048102              | 18.50789381      | 1.69E-05   | 2.78E-04   | Fanconi anemia complementation group B                   |
| WHSC1  | -0.76549798              | 16.97802475      | 3.78E-05   | 5.60E-04   | NA                                                       |
| SMAD3  | -0.76990233              | 17.18314506      | 3.39E-05   | 5.23E-04   | SMAD family member 3                                     |
| POLE2  | -0.77672428              | 13.07297075      | 3.00E-04   | 0.00312246 | DNA polymerase epsilon 2, accessory subunit              |
| CDK11A | -0.78511625              | 17.68958239      | 2.60E-05   | 4.09E-04   | cyclin dependent kinase 11A                              |

| Gene     | log Fold Change (base 2) | likelihood ratio | p-value    | q-value    | gene description                               |
|----------|--------------------------|------------------|------------|------------|------------------------------------------------|
| IGFBP3   | -0.80064979              | 7.362621         | 0.00665936 | 0.03942344 | insulin like growth factor binding protein 3   |
| PRKCA    | -0.80083789              | 16.71925551      | 4.33E-05   | 6.05E-04   | protein kinase C alpha                         |
| ITGA3    | -0.828689                | 14.08578633      | 1.75E-04   | 0.00195829 | integrin subunit alpha 3                       |
| CCND1    | -0.84027787              | 23.11364013      | 1.53E-06   | 3.65E-05   | cyclin D1                                      |
| MAD2L2   | -0.85747819              | 42.64049496      | 6.58E-11   | 4.12E-09   | mitotic arrest deficient 2 like 2              |
| IL8      | -0.87365117              | 36.37423469      | 1.63E-09   | 7.53E-08   | NA                                             |
| FGFR3    | -0.88130128              | 7.092751072      | 0.00773963 | 0.04439791 | fibroblast growth factor receptor 3            |
| LIF      | -0.8934768               | 12.7301624       | 3.60E-04   | 0.00364734 | LIF, interleukin 6 family cytokine             |
| FANCG    | -0.89387                 | 26.08404278      | 3.27E-07   | 9.68E-06   | Fanconi anemia complementation group G         |
| HIST1H3H | -0.90327207              | 27.65258629      | 1.45E-07   | 4.52E-06   | histone cluster 1 H3 family member h           |
| CCNA2    | -0.90692624              | 45.1542801       | 1.82E-11   | 1.35E-09   | cyclin A2                                      |
| RFC4     | -0.90890672              | 23.94897712      | 9.89E-07   | 2.52E-05   | replication factor C subunit 4                 |
| STMN1    | -0.92292817              | 51.66328666      | 6.59E-13   | 2.44E-10   | stathmin 1                                     |
| MCM2     | -0.92552278              | 15.9687372       | 6.44E-05   | 8.66E-04   | minichromosome maintenance complex component 2 |
| ETV4     | -0.94645047              | 27.6323298       | 1.47E-07   | 4.52E-06   | ETS variant 4                                  |
| CCNB1    | -0.95061856              | 28.87650682      | 7.71E-08   | 2.72E-06   | cyclin B1                                      |
| BRCA1    | -0.97696923              | 48.82105216      | 2.80E-12   | 5.19E-10   | BRCA1, DNA repair associated                   |
| C19orf40 | -0.98283476              | 34.57268323      | 4.11E-09   | 1.69E-07   | NA                                             |
| GNAQ     | -0.98578856              | 42.6085488       | 6.69E-11   | 4.12E-09   | G protein subunit alpha q                      |
| HIST1H3B | -1.00673311              | 45.80180177      | 1.31E-11   | 1.35E-09   | histone cluster 1 H3 family member b           |
| MCM5     | -1.03326006              | 20.74087765      | 5.26E-06   | 1.05E-04   | minichromosome maintenance complex component 5 |
| HIST1H3G | -1.07545582              | 22.85902616      | 1.74E-06   | 4.03E-05   | histone cluster 1 H3 family member g           |
| WNT5A    | -1.13054321              | 42.30044402      | 7.83E-11   | 4.46E-09   | Wnt family member 5A                           |
| FN1      | -1.13297179              | 45.41178742      | 1.60E-11   | 1.35E-09   | fibronectin 1                                  |
| HSPA1A   | -1.14438845              | 10.65088406      | 0.00110018 | 0.00914759 | heat shock protein family A (Hsp70) member 1A  |
| E2F1     | -1.18035789              | 38.13075081      | 6.62E-10   | 3.50E-08   | E2F transcription factor 1                     |
| DDB2     | -1.25067164              | 48.9368901       | 2.64E-12   | 5.19E-10   | damage specific DNA binding protein 2          |
| BCL2L1   | -1.27793873              | 45.26361911      | 1.72E-11   | 1.35E-09   | BCL2 like 1                                    |
| PIM1     | -1.3619312               | 10.12740911      | 0.00146081 | 0.01143576 | Pim-1 proto-oncogene, serine/threonine kinase  |
| MGMT     | -1.49249033              | 81.41095568      | 0          | 0          | O-6-methylguanine-DNA methyltransferase        |

| <b>Gene</b> | <b>log Fold Change (base 2)</b> | <b>likelihood ratio</b> | <b>p-value</b> | <b>q-value</b> | <b>gene description</b>                                      |
|-------------|---------------------------------|-------------------------|----------------|----------------|--------------------------------------------------------------|
| RASAL1      | -1.59998716                     | 7.858121127             | 0.00505929     | 0.03172778     | RAS protein activator like 1                                 |
| IRS1        | -2.1241589                      | 45.88028847             | 1.26E-11       | 1.35E-09       | insulin receptor substrate 1                                 |
| CDK11B      | -2.35297023                     | 13.99755866             | 1.83E-04       | 0.00202173     | cyclin dependent kinase 11B                                  |
| BMP4        | -2.36333979                     | 16.72101306             | 4.33E-05       | 6.05E-04       | bone morphogenetic protein 4                                 |
| SFN         | -2.3959464                      | 8.921733875             | 0.00281797     | 0.01948875     | stratifin                                                    |
| LFNG        | -2.49561756                     | 15.22695516             | 9.53E-05       | 0.00117577     | LFNG O-fucosylpeptide 3-beta-N-acetylglucosaminyltransferase |
| PLA2G3      | -3.68836457                     | 10.11822322             | 0.0014681      | 0.01143576     | phospholipase A2 group III                                   |
| ITGB4       | -4.09165151                     | 19.99024789             | 7.78E-06       | 1.52E-04       | integrin subunit beta 4                                      |

# Supplementary material for: CDK11 Loss Induces Cell Cycle Dysfunction and Death of BRAF and NRAS Melanoma Cells
**Source:** Pharmaceuticals (Basel). 2019 Apr 2;12(2):50. doi: 10.3390/ph12020050
**Supplement:** Supplementary file 1

**Table S2. Data from 102 patients included in survival analysis from The Human Protein Atlas**

Race: 3 male and 1 female were Asian. All other patients for whom we have data were White.

# Supplementary material for: CDK11 Loss Induces Cell Cycle Dysfunction and Death of BRAF and NRAS Melanoma Cells
**Source:** Pharmaceuticals (Basel). 2019 Apr 2;12(2):50. doi: 10.3390/ph12020050
**Supplement:** Supplementary file 1

**Table S2. Data from 102 patients included in survival analysis from The Human Protein Atlas**

Race: 3 male and 1 female were Asian. All other patients for whom we have data were White.

How the deposited data were processed for this re-analysis (not part of the article)

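RNA from A375 melanoma cells, 3 transfected with siCDK11 and 3 with siControl at 30 nM for 48 h, was measured on the NanoString PanCancer Pathways panel with 10 added probes. The samples were grouped by their labels and by the paper's methods, and the 2 run cartridges were taken from the labels.

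The authors deposited log2 values. By the paper's methods, counts were background subtracted and log2 transformed with NanoStringQCPro. The values themselves have a housekeeping median of 0 in every sample and 1 floor per sample, and they are neither centred nor scaled per gene. How lanes were scaled by positive controls, how the background was estimated and which package versions were used is not stated in the paper's text for these values. No genome build enters the values. Gene symbols were compared with the GRCh38.p14 gene table, where 764 of 780 matched directly and 16 through an older symbol.

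Counts above background were recovered from the equal steps of the values below the logarithm. The count is known only above each sample's background, and a value at the floor was taken as 0. All values above the floor were within 0.1 count of a step in each sample. The median total was 327641 counts above background in siControl and 250723 in siCDK11, and the median housekeeping gene had between 150.9 and 289.6 counts per sample. A gene with few counts has a large counting error: the median standard deviation within groups was 1.00 on the log2 scale for the 55 endogenous genes with a mean of above 1 and up to 5 counts, and 0.18 for the 111 genes with a mean above 500 counts. The recovered counts were used to describe depth and in added alternatives. Count models were not run, because the deposited unit is log2.

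Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes without a trend), over 740 endogenous genes, with Benjamini-Hochberg adjustment. A gene was called at an adjusted p of at most 0.05 and an absolute log2 fold change above 0.5. Exact permutation tests of 3 values against 3 were two-sided. Gene lists were tested with camera (preset correlation 0.01) on all 780 genes, with Benjamini-Hochberg adjustment over 8 lists: G1/S and replication, G2/M and mitosis, DNA repair, histone H3, p53 targets, ERK output, immediate early genes and housekeeping genes. Called genes were tested for enrichment with Fisher's exact test. Tables and figures were made with Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

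The replicate numbers were checked for pairing. Over the 430 endogenous genes with a mean of at least 20 counts above background, deviations from the group means correlated across genes by 0.590, 0.552 and 0.512 in the same-numbered pairs 1, 2 and 3, and lay between -0.319 and -0.220 in pairs with different numbers. The numbers come from the sample labels, and by this check they pair the samples.

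The limma step was tested on simulated data before use, with the means, spread and floors of the real 740 genes. In these data 200 genes with at least 20 counts were changed by fixed sizes, all above 0.5 on the log2 scale. For siCDK11 against siControl limma recovered 79.8% of the changed genes with 1.6 false calls on average over 5 draws, and 81.5% with 5.2 false calls with the replicate block. The recovery of counts was tested on simulated counts.

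Genes are named by a rule set before the data were examined: genes the paper names for the panel or in Table 4, genes of the Table 3 proteins on the panel, the 10 added probes, up to 5 called genes in each direction that changed the same way in all 3 pairs, the 4 highest and 4 lowest in Table S1, and the 3 most changed members of a list. Other genes were named after their values were seen. The result of 1 gene under this rule is not reported here.

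Alternatives covered the centring of samples, quantile normalization, a filter on low values, the genes tested, the variance model, the thresholds, the replicate block, the cartridge, array weights, and each sample left out in turn. After the data were examined a filter on counts, a pseudocount of 10 counts, values without housekeeping scaling and the block with a trend were added. The NanoStringDiff model, the control probes and the Reactome lists were not used here.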

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

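In this part the fits with and without the replicate block and those with a sample left out were set before the data were examined, and the other tests were chosen after the results were seen.

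COL4A6 was past the thresholds without a block (limma adjusted p = 0.0104) and is not in Table S1. It drew attention because its signal appears above the level of the siControl samples and the paper does not report on it. It was at the floor in all 3 siControl samples and its highest count above background in siCDK11 was 3.8. With a pseudocount of 10 counts its adjusted p was 0.101, within a range of 0.00612 to 0.142 over all alternatives. It was not called without siControl replicate 3 (0.0577) or without siControl replicate 2 (0.0503). Counts near background are a candidate explanation, since all 3 siControl values are floor values, whose spread is that of the floors and not of a measurement. An effect of CDK11 loss on this gene was not tested by other data and stays open.

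With the replicate block, 20 called genes were not in Table S1, 14 higher and 6 lower in siCDK11. They drew attention because the paper does not call them on the panel; it discusses CCNL1 in other data. Of these, 10 had a mean of at least 20 counts above background, and their lowest count in any sample was 13.8, which argues against counts near background in these genes themselves. The highest of them by mean count were NR4A1, CCNL1 and CDKN1C, with means of 360.6, 348.6 and 255.5 counts above background, chosen after their values were seen. The other 10 had a mean under 20 counts, and 7 of them were at the floor in 1 or more samples, so counts near background cannot be told apart from a change there. The adjusted p of the 20 genes lay between 0.0456 and 0.0476 from limma, all near the threshold, and the blocked fit leaves 2 residual degrees of freedom per gene. The adjustment also ranks the genes at the floor in every sample, which the check on counts does not address. Among the 4 splits of the samples that part all 3 pairs, the number with as many calls was 1, the real one, and 4 splits are too few to exclude chance. Loss of CDK11 is the biological explanation the design gives, and it stays open.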

How the results depend on the processing

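The following depend on choices set before the data were examined unless a sentence says that a setting was added after seeing the data.

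The number of called genes changed with several choices. It was 2 with the housekeeping mean subtracted, with the genes of the lowest mean values left out, with housekeeping genes tested too, with adjusted p alone, with a log2 fold change above 1 and with the cartridge as a factor. It was 86 with the replicate block, 78 with the endogenous median subtracted, 46 with a trend, 41 with a trend and robust fit, 21 with quantile normalization and 6 with array weights. On cartridge 1 only it was 0, with 93 genes at an unadjusted p under 0.05. With each sample left out in turn it ranged from 0 (without siControl replicate 3, where 103 genes had an unadjusted p under 0.05) to 11 (without siCDK11 replicate 2), and without siControl replicate 1 it was 5. COL4A6 and IRS1 were both called under each of these alternatives, except that neither was called on cartridge 1 only and without siControl replicate 3, and COL4A6 was not called without siControl replicate 2. Added after seeing the data were a minimum mean of 20 counts (26 calls, with COL4A6 not tested), a pseudocount of 10 counts (24, COL4A6 not among them), no housekeeping scaling (24) and the replicate block with a trend (96).

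The share of higher genes among the calls was 50% without a block, 39.5% with the block, 47.4% with the endogenous median subtracted, 38.1% after quantile normalization, 23.9% with a trend and 29.3% with a trend and robust fit. With array weights, where 6 genes were called, it was 66.7%. Where a sample was left out and genes were called, it ranged from 0% (without siControl replicate 2, 3 calls) to 80% (without siControl replicate 1, 5 calls). In the added settings it was 23.1% with a minimum mean of 20 counts, 41.7% with the pseudocount, 34.4% with the block and a trend and 12.5% without housekeeping scaling (3 higher and 21 lower). Leaving out the housekeeping scaling shifted the median log2 fold change of genes with a mean of at least 20 counts from -0.04 to -0.31, and subtracting the endogenous median shifted it to 0.08. Changes in a single direction are therefore relative to the housekeeping genes.

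Of the 9 transcripts CTNNB1, MYC, CCNA2, CCNB1, CCND1, CCNE2, WEE1, SFN and BRCA1, 0 were called without a block. All 9 had a limma adjusted p of at most 0.05 when adjusted over the list alone. The study chose these genes on the same samples, so that result is no independent support. The number called was 8 with the replicate block (all but SFN), 7 with the endogenous median subtracted, 6 with a trend, 5 with a trend and robust fit and 4 after quantile normalization. It was 0 whichever sample was left out. In the added settings it was 4 with a minimum mean of 20 counts, 4 with the pseudocount, 2 without housekeeping scaling and 8 with the block and a trend. The direction of these 9 was kept under each alternative in which they were tested, and SFN was not tested with the minimum mean of 20 counts.

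The overlap with Table S1 was 1 gene without a block, also without the genes whose listed log2 fold change is beyond 5 in size. It was 66 genes with the replicate block, 56 with the endogenous median subtracted, 44 with a trend, 39 with a trend and robust fit, 17 after quantile normalization, 4 with array weights and 0 on cartridge 1 only. With each sample left out it ranged from 0 (without siControl replicate 3) to 6 (without siCDK11 replicate 2). In the added settings it was 26 with a minimum mean of 20 counts, 24 with the pseudocount, 20 without housekeeping scaling and 78 with the block and a trend.

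CDK11A passed the thresholds with the replicate block at a log2 fold change of -0.72 (adjusted p = 0.0456) and with the block and a trend at -0.72 (adjusted p = 0.0165, an added setting), within a range of 0.0165 to 0.354 over all alternatives. CDK11B passed with the block at -2.49 (0.0456), with the block and a trend at -2.49 (0.0177), with the endogenous median subtracted at -2.38 (0.0486) and without siCDK11 replicate 2 at -3.20 (0.0438), where both remaining siCDK11 samples are at the floor, within a range of 0.0177 to 0.362. With each sample left out, the log2 fold change of CDK11A ranged from -0.83 to -0.59 and that of CDK11B from -3.20 to -2.06. With the pseudocount of 10 counts (added) the log2 fold change of CDK11B was -0.67 (adjusted p = 0.107), so its size depends on the place of the floor.

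The gene list results depended on the test. The number of lists past the threshold was 5 of 8 with camera, between 5 and 6 with each sample left out, and 0 with an estimated correlation, 0 with fry, 0 without the genes of Table S1 and 0 with fry and the replicate block (added). The adjusted p of DNA repair, G1/S and replication, and G2/M and mitosis was 0.251 for each with an estimated correlation. With fry it was 0.05003 for DNA repair, 0.0761 for G1/S and replication and 0.0761 for G2/M and mitosis. Without the genes of Table S1 it was 0.836 for DNA repair, 0.797 for G1/S and replication and 0.797 for G2/M and mitosis; Table S1 was chosen on these samples, so this setting removes the changed members by construction and does not test the lists. With fry and the replicate block it was 0.0875 for DNA repair, 0.0875 for G1/S and replication and 0.263 for G2/M and mitosis. The cause of the other departures was not tested. With camera and the replicate block, with a minimum mean of 20 counts (added; 0.00344 for DNA repair and 0.00253 for each of the other two) and without housekeeping scaling (added) these 3 lists stayed past the threshold. The direction of 2 lists that were not past the threshold reversed: p53 targets without the genes of Table S1 (0.875), and housekeeping genes with fry (0.707), with fry and the block (0.263), with a minimum mean of 20 counts (0.303), without siCDK11 replicate 1 (0.873) and without siControl replicate 2 (0.787), with 0.202 to 0.873 over the samples left out in turn. The p53 list passed the threshold without siControl replicate 1 (0.0474) and without siCDK11 replicate 2 (0.0343). Fisher's exact test for enrichment of the called genes gave p = 1 for each of the 3 lists, both with adjusted p alone and with lower genes only. With the replicate block, used for this test only after seeing the data, it gave 0.0196 for DNA repair, 7.67e-05 for G1/S and replication and 0.00635 for G2/M and mitosis. With the block and a background of genes with a mean of at least 20 counts (added) it gave 0.107, 0.000885 and 0.00939 for these lists.

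Among the 29 named genes, 4 changed sign in 7 of 658 comparisons, none of them called: CSNK2A1 without siControl replicate 1 (-0.0078) and without housekeeping scaling (-0.24), CSNK2A2 with the endogenous median subtracted (0.0775), after quantile normalization (0.0831) and without siControl replicate 2 (0.0172), CSNK2B without housekeeping scaling (-0.18) and STAT5B without housekeeping scaling (-0.0393). With each sample left out, CSNK2A1 ranged from -0.0078 to 0.0594 and CSNK2A2 from -0.1011 to 0.0172. The replicate block changed the call of 15 of the 29 named genes and of no gene list.

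Depth limits what can be read for genes near the floor. Of the 740 endogenous genes, 134 were at the floor in all 6 samples and 134 in 1 to 5 samples, and for these a log2 fold change depends on the place of the floor. The pseudocounts planned for linear values and the count model planned for raw counts were not run, since the deposited values are log2; the added pseudocount of 10 counts used the recovered counts.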

Differences from the paper's values

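The paper reports 97 differentially expressed genes, 24 higher and 73 lower, from NanoStringDiff, where limma on the deposited log2 values called 2, with 1 higher and 1 lower. Among the alternatives set before the data were examined, the replicate block brought all 3 counts within 1.5 times of the paper's (86, 34 and 52), and subtracting the endogenous median did so for the total (78) but not for both directions (37 higher and 41 lower). No other such alternative did. With the replicate block and with the endogenous median subtracted, 352 and 310 genes had an unadjusted limma p under 0.05, against 139 with neither. The p-values adjusted include those of genes at the floor in every sample. These counts therefore do not show that pairing or centring accounts for the difference. The replicate block with a trend, chosen after seeing the values, gave 96 genes, 33 higher and 63 lower, and it leaves out 19 of the 97 genes of Table S1.

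Of the 97 genes the paper calls, 1 was called without a block. Settings that called more of them were the replicate block (66), the endogenous median subtracted (56), a trend (44), a trend and robust fit (39), quantile normalization (17), array weights (4), and leaving out siCDK11 replicate 2 (6), siControl replicate 1 (3), siControl replicate 2 (3) or siCDK11 replicate 1 (2). Together the alternatives set before the data were examined called 80 of the 97. Chosen after seeing the values were a minimum mean of 20 counts, which leaves out 71 of the 97, a pseudocount of 10 counts, which leaves out 73, and no housekeeping scaling, which leaves out 77. Under no setting were 9 of the 97 genes called.

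The adjusted p-values of 9 transcripts differ from the paper's q-values. They were 0.171 for CTNNB1 where the paper gives 0.004 and 0.0844 for MYC where the paper gives 1.45e-03. For CCNA2 the value was 0.0844 and the paper's is 1.35e-09, for CCNB1 0.149 and the paper's 2.72e-06, for CCND1 0.145 and the paper's 3.65e-05, and for CCNE2 0.168 and the paper's 1.15e-03. For WEE1 it was 0.0844 and the paper's 5.39e-05 in Table S1, for SFN 0.0844 and the paper's 1.95e-02, and for BRCA1 0.111 and the paper's 5.19e-10. None of the alternatives set before the data were examined brought one of these within 1.5 times of the paper's value. The replicate block called all of them but SFN. SFN was called with the endogenous median subtracted, after quantile normalization and with a trend. CCNB1 was also called with a trend, CTNNB1 and MYC with the endogenous median subtracted, CCND1 with both, and CCNA2, WEE1 and BRCA1 with both and after quantile normalization. CCNA2, CCNB1, CCND1, WEE1 and BRCA1 were called with a trend and robust fit as well. Chosen after seeing the values, the block with a trend called all but SFN, the minimum mean of 20 counts and the pseudocount each called MYC, CCNA2, WEE1 and BRCA1, and no housekeeping scaling called CCND1 and BRCA1. With all samples and no block the fold changes of the 9 transcripts did not differ by these criteria. That of SFN, 0.19 in the paper, did on cartridge 1 only (0.297) and with array weights (0.301).

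Of the 97 log2 fold changes in Table S1, that of DLL4, given as 34.2, is beyond what the counts on this panel can give. It was not compared, since all siControl values of DLL4 were at the floor here and no fold change can be read from them. Where leaving out a sample put all samples of a group at the floor, the gene was not compared under that alternative. Of the other 96 values, 3 differ by more than the spread between replicates. The number was 16 with the endogenous median subtracted, 15 with array weights and 12 on cartridge 1 only, and between 2 and 8 under the other alternatives set before the data were examined. For RASGRP1 the paper gives 3.85 and the value here was 1.77; on cartridge 1 only, without siCDK11 replicate 3 and with array weights they did not differ, and under the other such alternatives compared they did. RASGRP1 was called under no setting. For PLA2G3 the paper gives -3.69 and the value here was -1.99, and none of these alternatives that could be compared closed the difference. For ITGB4 the paper gives -4.09 and the value here was -3.15, and of the alternatives compared only the one without siControl replicate 2 closed the difference. RASGRP1 was at the floor in 3 samples and PLA2G3 and ITGB4 in 2 each, so these values depend on where the floor lies: with the pseudocount of 10 counts, chosen after seeing the values, they were 0.84, -0.38 and -0.84.

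Table 4 of the paper lists another, higher q-value for WEE1 than Table S1.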

Other observations

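In this part the fits without a block, with the replicate block and with the cartridge as a factor, the gene lists, the splits of the samples into 3 and 3 and the added probes were set before the data were examined. The test of β-catenin target genes was written before its values were looked at. The use of these fits to weigh an explanation, and the other tests, were chosen after the results were seen.

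The few calls without a block were examined for technical explanations. Among the 430 endogenous genes with a mean of at least 20 counts above background, an added setting, the number of calls was 26, against 2 over all 740. With the p-values adjusted over the same 430 genes but the variance shared over all 740 the number of calls was 1, so adjusting over fewer genes does not account for the rise, and the spread of genes near the floor, which enters the variance that limma shares between genes, is a candidate explanation. Leaving out the genes of the lowest mean values alone left the number at 2. Same-numbered samples deviated together, with a lowest correlation of 0.512 across genes, and a fit that takes this into account called 86 genes. The adjustment in that fit includes the genes at the floor in every sample, so its count cannot decide this explanation. With the cartridge as a factor the number of calls was 2, while the genes at an unadjusted p under 0.05 rose from 139 to 171. A shift between the cartridges and a deviation of replicate 3 cannot be told apart, since replicate 3 alone was on the other cartridge. On simulated data with 3 samples per group the fit without a block called 79.8% of changed genes. Those changes had fixed, chosen sizes above the threshold of 0.5, and 161.2 genes were called there on average, against 2 in the data. The simulation therefore cannot tell how many changes of the sizes in the data this fit would find. Of the 10 splits of the samples into 3 and 3, the number with as many calls was 1, the real one, and with 10 splits chance cannot be excluded. Of the same 430 genes, 139 (32.3%) had groups that did not overlap, where chance gives 10%.

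For the gene lists, 2 of the 10 splits had as many lists past the threshold in camera with a preset correlation, the real split and one that parts 1 of the 3 pairs, so chance cannot be excluded. Of the DNA repair, G1/S and replication, and G2/M and mitosis genes, 12, 11 and 8 were called without a block when adjusted over the list alone, and 0 over all genes. The study picked 15, 13 and 9 of them from these samples.

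Lists the paper does not discuss for the panel were tested too. All 8 immediate early genes on the panel were higher in siCDK11 (7 with the housekeeping mean subtracted and 6 without housekeeping scaling, an added setting), with a median log2 fold change of 0.89 (camera adjusted p = 0.00402, within a range of 0.000239 to 0.251 over the alternatives other than leaving out the genes of Table S1). The 3 most changed were NR4A3, DUSP10 and NR4A1, and 5 of the 8 are in Table S1. Of 5 histone H3 genes 4 were lower (5 without housekeeping scaling), with a median of -0.86 (adjusted p = 0.00324), and 3 are in Table S1. Table S1 was drawn from these same samples, so these lists are not independent of it. Targets of p53 (15 genes, median -0.11, adjusted p = 0.128) and genes of ERK output (14 genes, median -0.10, adjusted p = 0.279) were not past the threshold; the p53 list was past it without siControl replicate 1 (0.0474) and without siCDK11 replicate 2 (0.0343), within a range of 0.0343 to 0.875 over its alternatives. Both of these medians turn positive, 0.01 and 0.02, with the endogenous median subtracted. The 40 housekeeping genes had a median of 0.05 and a mean of 0.02, while camera placed them below the other genes (adjusted p = 0.610).

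In replicates 2 and 3, but not in replicate 1, more genes were above the floor in siCDK11 than in siControl: of the 780 genes, the number above the floor in siCDK11 minus that in siControl was -2, 29 and 31 in pairs 1, 2 and 3. Of the endogenous genes, 17 were at the floor in all 3 siControl samples and above it in 2 or 3 siCDK11 samples, and 3 showed the reverse. A higher total count in siCDK11 is argued against, since the highest ratio of totals, siCDK11 over siControl, among the 3 pairs was 0.845. Where these 17 genes were above the floor their median count was 2.74 and their highest 9.8. A background estimated differently in each sample cannot be told apart from weak expression, because the negative control probes were not used here. An effect of CDK11 loss stays open and was not tested.

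The median housekeeping gene had fewer counts above background in siCDK11 than in siControl in each pair, with ratios of 0.785, 0.807 and 0.771. Endogenous genes with a mean of at least 20 counts fell alongside, with a median log2 fold change of -0.039 after scaling to the housekeeping genes. Less RNA on the cartridge and a lower level of most transcripts in siCDK11 cells cannot be told apart, since both lower all genes alike and the panel holds no measure of the RNA per cell.

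Of the 10 added probes, the paper reports CDK11A and CDK11B in Table S1. CCNL1, a gene for a cyclin partner of CDK11, was higher in siCDK11 in all 3 pairs, with a log2 fold change of 0.51 (standard error 0.16, limma adjusted p = 0.160, and 0.0456 with the replicate block). Counts near background are argued against by its lowest count, 291.8. Without housekeeping scaling (added) its log2 fold change was 0.24 (limma adjusted p = 0.653, within a range of 0.0149 to 0.653 over all alternatives). That setting lowers all genes alike, to a median of -0.31 for genes with a mean of at least 20 counts. It therefore cannot decide whether the scaling made the rise. With the housekeeping mean subtracted CCNL1 was at 0.49, with the endogenous median subtracted at 0.63 and after quantile normalization at 0.61. Relative to the other genes, the rise thus did not rest on the housekeeping median. Whether the transcript rose per cell cannot be read from these values. CCNL2 had a log2 fold change of -0.21 (adjusted p = 0.332), MCL1 one of 0.30 (0.291), STAT5A one of -0.38 (0.291) and STAT5B one of 0.23 (0.442), none of them called. CSNK2A1, CSNK2A2 and CSNK2B were within 0.10 of 0, at 0.03, -0.04 and 0.10, and their signs change between scalings.

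A hypothesis was that the higher CTNNB1 and MYC transcripts go with a higher output of β-catenin target genes. Of 13 target genes listed, 7 were on the panel and 3 had a mean of at least 20 counts, of which 2 were higher and 1 lower. The camera p was 0.519 for the 7 genes, with a median log2 fold change of 0.37 that rests on genes near the floor, and 0.16 over the 3 genes above it. Too few of these genes were measured to decide.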
